# Establishment of African pygmy mouse induced pluripotent stem cells using defined doxycycline inducible transcription factors

**DOI:** 10.1038/s41598-024-53687-9

**Published:** 2024-02-08

**Authors:** Sumito Matsuya, Kaoru Fujino, Hiroyuki Imai, Ken Takeshi Kusakabe, Wataru Fujii, Kiyoshi Kano

**Keywords:** Induced pluripotent stem cells, Stem cells, Mammary stem cells

## Abstract

*Mus minutoides* is one of the smallest mammals worldwide; however, the regulatory mechanisms underlying its dwarfism have not been examined. Therefore, we aimed to establish *M. minutoides* induced pluripotent stem cells (iPSCs) using the PiggyBac transposon system for applications in developmental engineering. The established *M. minutoides* iPSCs were found to express pluripotency markers and could differentiate into neurons. Based on in vitro differentiation analysis, *M. minutoides* iPSCs formed embryoid bodies expressing marker genes in all three germ layers. Moreover, according to the in vivo analysis, these cells contributed to the formation of teratoma and development of chimeric mice with *Mus musculus*. Overall, the *M. minutoides* iPSCs generated in this study possess properties that are comparable to or closely resemble those of naïve pluripotent stem cells (PSCs). These findings suggest these iPSCs have potential utility in various analytical applications, including methods for blastocyst completion.

## Introduction

*Mus minutoides*, also known as the African pygmy mouse, has recently gained attention as a domestic pet. *M. minutoides* is considered one of the smallest mammals and belongs to the same genus as the common laboratory mouse (*Mus musculus*). Despite their common biological characteristics, such as lifespan and gestation period, *M. minutoides* is significantly smaller than *M. musculus*, measuring only one-tenth of the body size of *M. musculus*^1^. As previous studies involved the performance of phylogenetic analysis and focused on the sex-determination patterns and viruses carried by *M. minutoides*^2–6^, the dwarfism of *M. minutoides* has not been studied in detail.

In mammals, the Gh–Igf1 axis influences postnatal body size in mammals^7,8^. In our previous study, we analyzed the growth hormones in *M. minutoides*^9^; however, a study exploring the characteristics of growth-related factors, particularly growth hormones, has not been performed. The generation of genetically modified animals, such as knockout mice, is effective for conducting body size regulation-related molecular genetic analyses. However, as *M. minutoides* is not a laboratory animal, its use is difficult, and techniques for developmental engineering have not been established.

Pluripotent stem cells (PSCs) are defined as embryonic stem cells (ESCs) derived from the inner cell mass of blastocysts and induced pluripotent stem cells (iPSCs) reprogrammed from differentiated cells. iPSCs were first produced in *M. musculus* in 2006^10^. *M. minutoides* is vulnerable to transport-related stress. Moreover, as only a few investigators use *M. minutoides*, obtaining individuals is a challenging task. In prior studies with *M. minutoides*, developmental engineering techniques, particularly superovulation, egg collection, and fertilized egg culture systems, were not employed. Consequently, obtaining fertilized eggs from *M. minutoides* to establish ESCs poses a significant challenge. Therefore, this study focused on iPSCs. iPSCs have garnered attention in regenerative medicine and have been applied to developmental process analysis and understanding of pathological conditions^11–13^. The potential applications of iPSCs in conserving endangered wildlife have also been considered in recent years^14,15^. iPSCs have been successfully induced in mice, rats^16^, humans^17^, cattle^18^, pigs^19^, goats^20^, sheep^21^, Bactrian camel^22^, Tokuno-shima spiny rats^23^, American plain voles^24^, and other rodents, including the naked mole rat^25^.

In this study, we aimed to establish *M. minutoides* iPSCs derived from *M. minutoides* fibroblasts. These iPSCs exhibit the requisite attributes of pluripotent stem cells and actively participate in ontogenesis. Overall, *M. minutoides* iPSCs are an important resource that may substantially improve our understanding of dwarfism, which is the main characteristic trait of *M. minutoides*.

## Results

### Establishment of the iPSC lines from fibroblasts

The four iPSC-inducing plasmid constructs used in this study are shown in Fig. 1a. Electroporation was employed as the plasmid transfer method to establish the *M. minutoides* iPSC strains (Fig. 1b). Primary fibroblasts were established from the tail tip of *M. minutoides*. The day of electroporation was designated as day 0; the *M. minutoides* fibroblasts transfected with the iPSC-inducing plasmid formed colonies and exhibited EGFP^+^ signals on feeder cells by day 7 (Fig. 1c). Upon subsequent passaging, the cells developed naïve ESC-like colonies when cultured with DOX. On day 12, DOX supplementation was discontinued; however, naïve ESC-like colonies were still observed on day 33 after several passages (Fig. 1d). A total of 16 *M. minutoides* iPSC lines were produced, with no apparent differences in growth rate or colony morphology. To confirm the origin of iPSCs from *M. minutoides*, genomic DNA was extracted from a cell line that had undergone at least 10 additional passages, and PCR was performed. *M. minutoides* and *M. musculus* genomes were differentiated based on the disparity in the length of the *Ghr* promoter region (unpublished data). PCR products from the *M. minutoides* genome were detected, confirming that all iPSC lines established in this study originated from *M. minutoides* (Fig. 1e).

**Figure 1:**
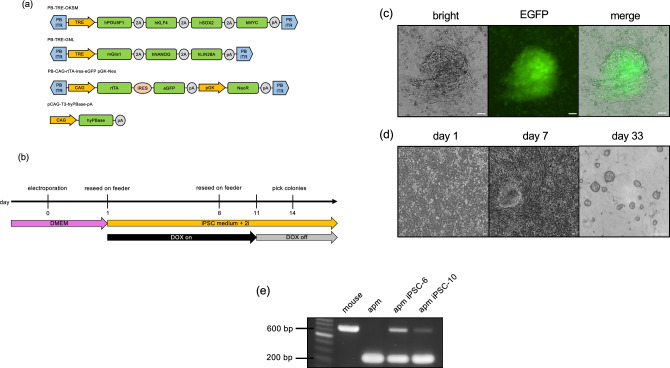
Establishment of *Mus minutoides* induced pluripotent stem cells (iPSCs). (**a**) iPSC plasmid constructs. (**b**) Timeline of the establishment of *M. minutoides* iPSCs. (**c**) Fluorescence microscopic image of *M. minutoides* iPSC-like cells on day 7. Bar: 100 µm. (**d**) Colonies of *M. minutoides* iPSCs on days 0, 7, and 33 after electroporation. Bar: 100 µm. (**e**) PCR identification of *M. minutoides*-derived cells using genomic DNA. "mouse" and "apm” represent genomic DNA extracted from *M. musculus* and *M. minutoides*, respectively.

### Characteristics of *M. minutoides* iPSCs

To assess the pluripotency of *M. minutoides* iPSCs, we initially examined the activity of ALP, a commonly used stem cell marker. Notably, almost all colonies established in this study were ALP positive (Fig. 2a). cDNA was then synthesized using total RNA extracted from *M. minutoides* iPSCs, and the expression of the pluripotency marker genes was analyzed using RT-PCR. The expression of the pluripotency marker genes, *Eras* and *Fgf4*, was observed in conjunction with the genes delivered by the iPSC-inducing plasmids despite not being introduced through electroporation (Fig. 2b). To confirm the presence of *Fgf4* in *M. minutoides* iPSCs, we performed RT-PCR using cDNA and primers specific to a region of the *Fgf4* gene sequence. Sequencing of the amplified product revealed that several nucleotide sequences differed from those of *M. musculus* (Supplemental Fig. 1a); however, the predicted amino acid sequence derived from the nucleotide sequence was identical to that of *M. musculus* (Supplemental Fig. 1b). Furthermore, we quantitatively evaluated the expression of the pluripotency marker gene, *Nanog*, a representative marker, in multiple established cell lines using RT-qPCR. *Nanog* expression levels varied among the cell lines (Fig. 2c). In addition, we examined the expression of other pluripotency marker genes (*Oct3/4*, *Sox2*, *Eras*, and *Fgf4*) in *M. minutoides* iPSCs derived from lines 6 and 10, in which *Nanog* expression was comparable to that in *M. musculus* ESCs. The expression levels of these markers, particularly *Fgf4*, were significantly higher in *M. minutoides* iPSCs than in *M. musculus* ESCs (Fig. 2d). Correlation analysis of the gene expression levels revealed a weak positive correlation between Eras and other genes (Supplemental Fig. 2). We also examined the expression and localization of the pluripotency markers, NANOG and OCT3/4, using fluorescence immunostaining. Only EGFP-positive *M. minutoides* iPSC colonies stained positive for NANOG and OCT3/4 (Fig. 2e).

**Figure 2:**
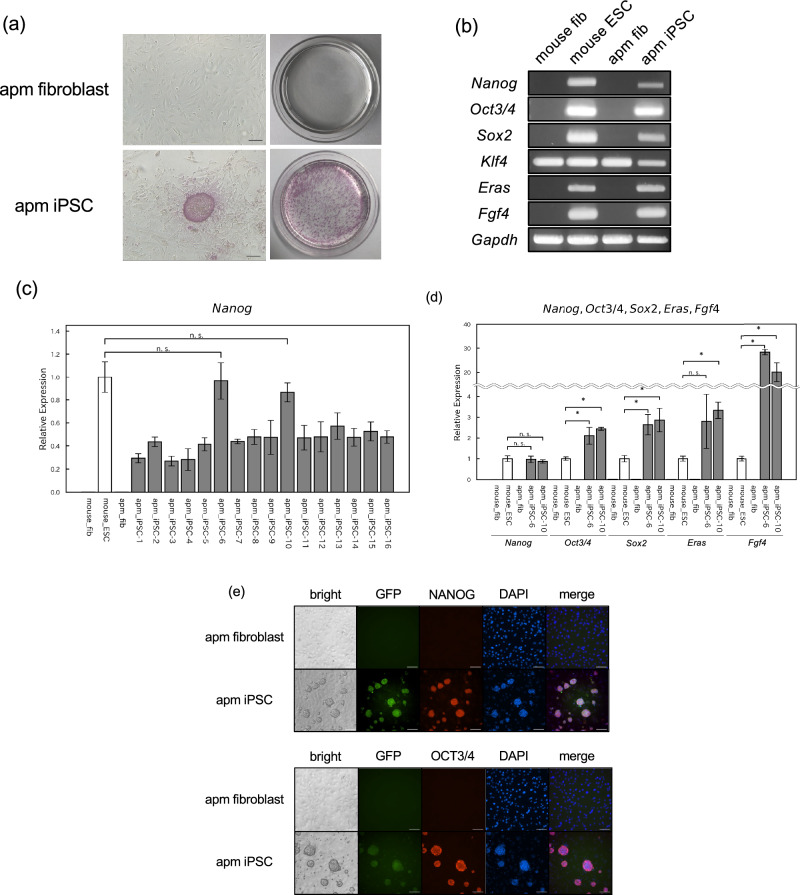
Analysis of pluripotency in *Mus minutoides* induced pluripotent stem cells (iPSCs). (**a**) Microscopic (left) and macroscopic image (right) of alkaline phosphatase-stained *M. minutoides* iPSCs (apm iPSC) in a 60-mm dish. *M. minutoides* fibroblast (apm fibroblast) was used as the negative control. Bar: 100 µm. (**b**) Expression analysis of pluripotency marker genes based on RT-PCR. *Gapdh* was used as the positive control. “mouse” and “apm” represent *M. musculus* and *M. minutoides*, respectively. (**c**) Relative *Nanog* expression in 16 established *M. minutoides* iPSC lines. *Gapdh* was used as the endogenous control, and mouse_ESC expression level was defined as 1.0. “mouse” and “apm” represent *M. musculus* and *M. minutoides*, respectively. (**d**) Relative *Nanog*, *Oct3/4*, *Sox2*, *Eras*, and *Fgf4* expression levels in *M. minutoides* iPSCs (apm_iPSC-6, apm_iPSC-10). *Gapdh* was used as the endogenous control, and mouse_ESC expression level was defined as 1.0. “mouse” and “apm” represent *M. musculus* and *M. minutoides*, respectively. (**e**) Fluorescence immunostaining with the anti-NANOG and -OCT3/4 antibodies in *M. minutoides* iPSCs (apm iPSC). *M. minutoides* fibroblast (apm fibroblast) was used as the negative control. Bar: 100 µm.

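The RNA-seq experiment compared cultured tail-tip fibroblasts of *M. minutoides* (lines 1 and 2) with iPSC lines 6 and 10. The iPSCs were grown on mitomycin C-treated mouse embryonic fibroblast feeder cells in 2i medium. The fibroblasts were grown in medium with serum, and the paper describes no feeder cells for them. Effects of cell type, medium and feeder cells therefore cannot be told apart here. There was 1 library per line, so each group had n = 2. The paper made more iPSC lines than these, and *Nanog* by RT-qPCR varied among them. Lines 6 and 10 had *Nanog* near the level of *M. musculus* ESCs, so their pluripotency values need not hold for the other lines. The deposited files give, for each gene of the *M. musculus* build GRCm38, its reads, the part of them in exons and in introns, and its TPM. The gene reads (exon and intron reads) summed to 37639524 and 36469987 in fibroblast lines 1 and 2, and to 41676287 and 38741488 in iPSC lines 6 and 10. The exon reads alone summed to 33546022 and 33084850 in the fibroblast lines and to 36694828 and 33858709 in the iPSC lines. The authors' TPM values are exon reads divided by exon length and scaled to the same total in every library. Gene reads were compared between groups with edgeR's quasi-likelihood test after TMM normalization, and a gene was called when the Benjamini-Hochberg adjusted p was under 0.05 and the fold over 2. Lists of genes by function or cell type were fixed before the data were examined, and a list was tested with camera. TPM is given as mean ± SD over the lines. Reads of *M. minutoides* were placed on another species' genome. A gene that differs much between the species can lose reads in every *M. minutoides* library. Any RNA of the *M. musculus* feeder cells in the iPSC libraries would not lose reads in this way. Such a gene could then be higher in iPSCs without a change in the cells, which was not tested. Nothing in the sources used here says whether the lines of a group came from separate animals, so p-values measure only the spread between these samples.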

To obtain a more in-depth clarification of gene expression in *M. minutoides* iPSCs, RNA-seq analysis was performed using iPSCs and fibroblasts. The 29,437 expressed genes exhibited significant differences in gene expression status between *M. minutoides* iPSCs and fibroblasts. 

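A TPM above 0 in any library was found for 29437 genes. Of these, 23317 and 22642 were above 0 in fibroblast lines 1 and 2, and 25341 and 25096 in iPSC lines 6 and 10. A TPM of at least 1 in any library was reached by 17885 genes. The fibroblast lines resembled each other more than they resembled the iPSC lines. Across the 15482 genes with a mean TPM of at least 1, Pearson's r of log2(TPM + 1) was 0.987 between the fibroblast libraries and 0.972 between the iPSC libraries, and it was 0.697 to 0.743 between a fibroblast and an iPSC library. These correlations are across genes, which are not independent replicates. The edgeR test covered 21063 genes, and 14504 of them had an unadjusted p under 0.05.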

The expression levels of 6503 genes varied significantly by more than twofold, such as *Nanog*, *Oct3/4*, *Sox2*, *Eras*, and *Fgf4*, which were upregulated based on RT-qPCR (Fig. 3a). 

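Core pluripotency genes went from near 0 in fibroblasts to high levels in both iPSC lines. *Pou5f1* (Oct3/4), *Sox2* and *Nanog* encode transcription factors of the pluripotency network, *Eras* a Ras-like protein of embryonic stem cells, and *Fgf4* a growth factor. The iPSC-inducing plasmids also carried *Pou5f1*, *Sox2* and *Nanog*. For *Pou5f1* and *Sox2*, the counts do not tell plasmid transcripts from endogenous ones. *Nanog* shared a plasmid transcript with *Glis1*, whose level is given below with the other plasmid factors. *Pou5f1* lies on chromosome 17 from 35506018 to 35510772 of GRCm38 (identifier ENSMUSG00000024406), and its TPM was 1832 ± 164 (SD, n = 2) in iPSCs and 0.429 ± 0.2 (SD, n = 2) in fibroblasts, a log2 fold change of 10.95 (standard error 0.17, adjusted p = 0.00013 from edgeR). *Nanog*, on chromosome 6 from 122707489 to 122714633, had a TPM of 188 ± 14.7 (SD, n = 2) in iPSCs and a log2 fold change of 9.52 (standard error 0.31, adjusted p = 0.00017 from edgeR). *Fgf4*, on chromosome 7 from 144847367 to 144865243, reached 250.3 ± 24.7 TPM (SD, n = 2) with a log2 fold change of 9.41 (standard error 0.14, adjusted p = 0.00013 from edgeR). *Sox2*, on chromosome 3 from 34650405 to 34652461, had no read in either fibroblast library and 18308 and 20654 reads in iPSC lines 6 and 10, which is at least 9251-fold higher against a floor of 3 counts over the fibroblast group (adjusted p = 0.00017 from edgeR). *Eras*, on chromosome X from 7924276 to 7928607, had no fibroblast read either and 1009 and 807 reads in iPSCs, at least 431-fold higher (adjusted p = 0.0004 from edgeR).

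**Figure D1:**
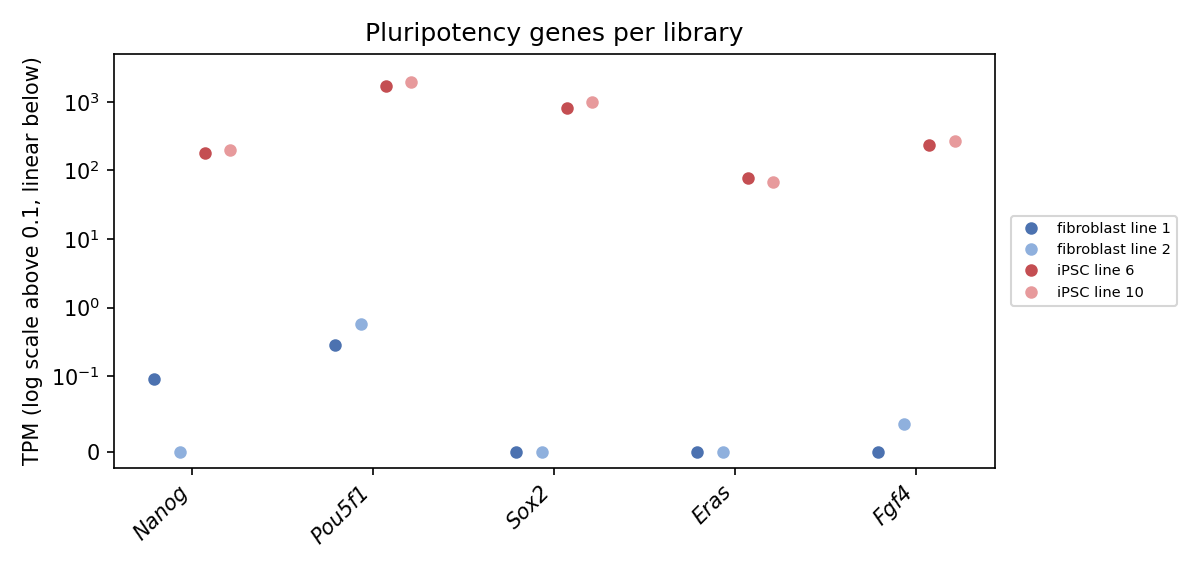
TPM of 5 pluripotency genes in each library, on an axis that is logarithmic above 0.1 and linear below it. Each point is 1 library, and both iPSC lines lie above both fibroblast lines for every gene shown.

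Over all genes tested, 4944 were higher and 4439 lower in iPSCs. With total counts in place of TMM the split was 6628 higher and 3111 lower, and with upper-quartile normalization 6033 and 3522. Among the largest increases were also *Lefty2*, *Zfp42*, *Utf1*, *Tdgf1*, *Foxd3*, *Dppa5a*, *Dnmt3l* and *Triml2*. The largest decreases were those of *Ramp1* (log2 fold change -8.50), *Angptl1* (-8.47), *Sult1d1*, *Cntn2* (-7.96), *Plppr4*, *Pi16* (-7.54), *Fam180a*, *Miat*, *Plin4* and *Dmrt2* (-7.24). *Sult1d1* had 606 and 559 reads in fibroblasts and 1 and 0 in iPSCs.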

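Nearly all tested genes of the pluripotency network rose in iPSCs, as did most trophectoderm genes. Of 30 general pluripotency genes 29 were higher and 0 lower (the same counts when adjusted over the list alone, camera adjusted p = 8.3e-13, adjusted p = 0.56 with an estimated correlation). The median log2 fold change of the list was 8.16, also with genes without fibroblast reads at their lower bound. The gene not called was *Jarid2*, whose reads in fibroblast line 1 lay mostly in introns. Its log2 fold change was -2.51 without fibroblast line 2 and 3.02 on exon reads, an alternative chosen after seeing the data. Of 16 trophectoderm genes, 11 were higher and 2 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.0028, adjusted p = 0.56 with an estimated correlation). *Tfap2c*, a trophectoderm and germline transcription factor, had 1 and 0 reads in fibroblasts and 1726 and 2258 in iPSCs, a ratio of 2838 (95% counting interval 509 to 112122). *Gata3* and *Tfap2a* were the lower ones, named after their values were seen. Trophectoderm genes called higher numbered 6 with the paper's test on TPM. Of 13 neuroectoderm genes, 8 were higher and 3 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.24, adjusted p = 0.65 with an estimated correlation). The neural progenitor gene *Nes* had a log2 fold change of 5.39 (standard error 0.22, adjusted p = 0.00022 from edgeR). Among the lower ones were *Pax6* and *Ncam1*, named after their values were seen. Of 15 mesoderm and cardiac genes, 8 were higher and 4 lower (9 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.5, adjusted p = 0.7 with an estimated correlation). The lower ones were *Hand2*, *Mef2c*, *Acta2* and, named after its value was seen, *Tbx6*. Mesoderm and cardiac genes called higher numbered 2 with a mean of at least 50 counts; 4 with limma on log2 TPM or the paper's test with its fold on log2(TPM + 1); 5 with the paper's test on TPM. Of 12 endoderm genes, 6 were higher and 3 lower (7 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.35, adjusted p = 0.72 with an estimated correlation). The lower ones were *Dab2* and, named after their values were seen, *Gata6* and *Pdgfra*. Endoderm genes called higher numbered 2 with a mean of at least 50 counts; 3 with limma on log2 TPM with the filter. Several lineage genes were at few reads: *Mixl1* had 60 and 59 and *Sox17* 97 and 39 in the iPSC lines and neither had a fibroblast read. Polycomb genes, which silence developmental regulators, gave 9 higher and 0 lower of 18 (the same counts when adjusted over the list alone, camera adjusted p = 0.0009, adjusted p = 0.56 with an estimated correlation), led by *Epop* at 1297 ± 36.9 TPM (SD, n = 2) and a log2 fold change of 9.74. Polycomb genes called lower numbered 1 with a filter of at least 1 count or without fibroblast line 2, iPSC line 6 or iPSC line 10; 2 with no fold threshold or without fibroblast line 1. DNA replication and cell cycle genes gave 19 higher and 1 lower of 30 (the same counts when adjusted over the list alone, camera adjusted p = 3.5e-06, adjusted p = 0.65 with an estimated correlation). The cyclin gene *Ccne1* had a log2 fold change of 3.92 and the helicase gene *Mcm2* one of 2.12, and *Mki67* was the lower one, named after its value was seen. Replication and cell cycle genes called lower numbered 0 with total counts, upper-quartile normalization, glmTreat, limma on log2 TPM, the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold; 2 with no fold threshold. The members of the enriched terms in Fig. 3b were not used here.

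**Figure D2:**
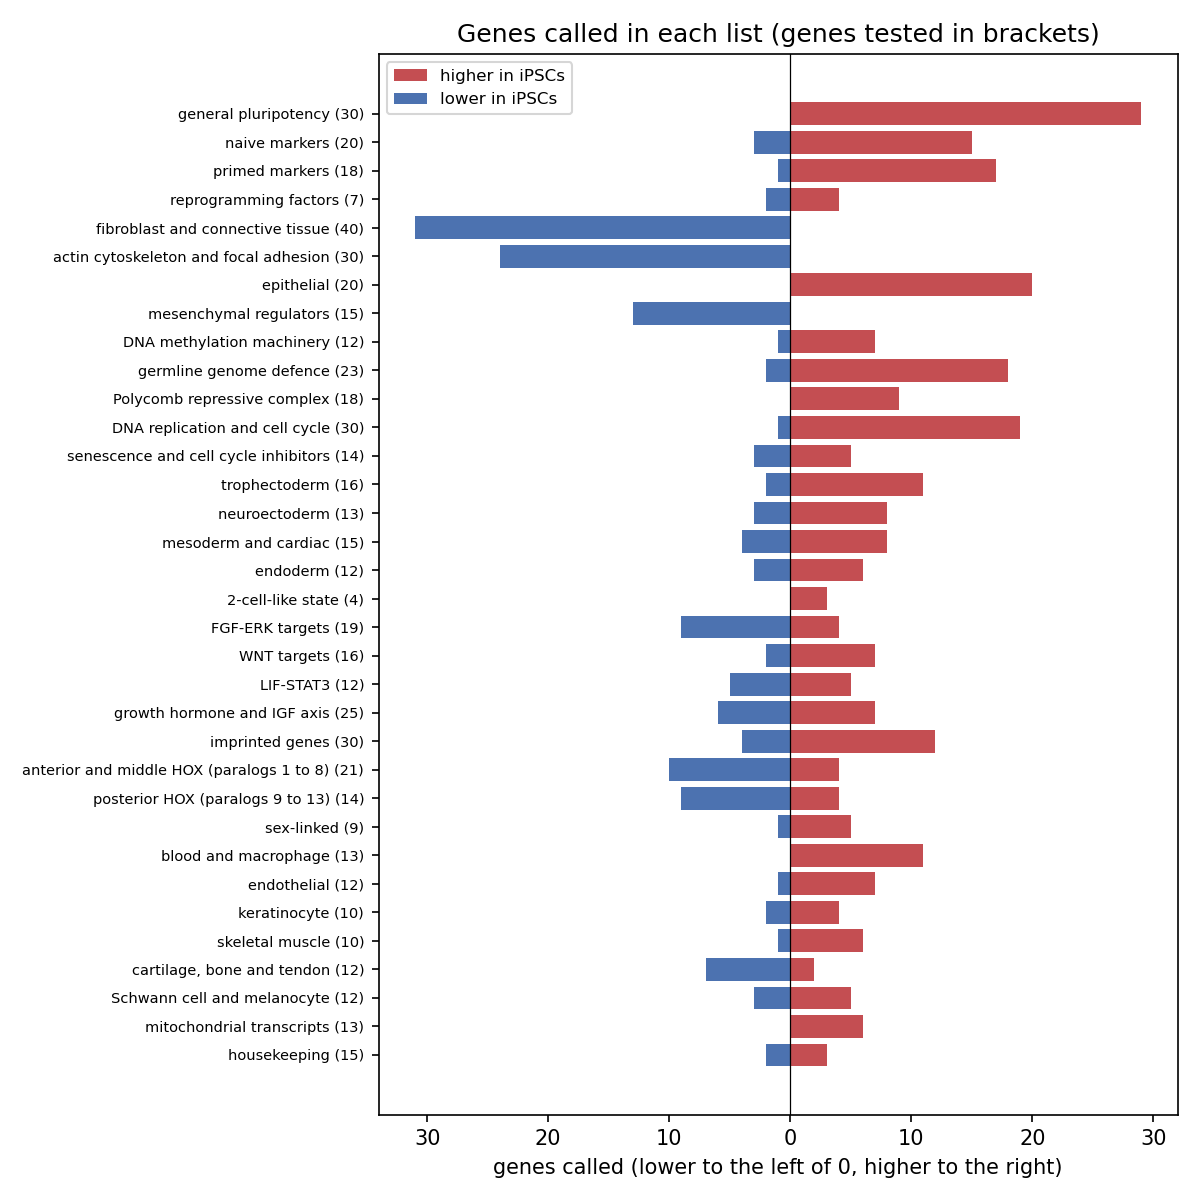
Number of genes called higher (right of 0) or lower (left of 0) in iPSCs in each list of genes, with the number of tested genes in brackets. The general pluripotency list reaches 29 higher, and the fibroblast and connective tissue list 31 lower.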

Enrichment analysis of the differentially expressed genes (DEGs) from *M. minutoides* iPSCs and fibroblasts revealed several Gene Ontology (GO) terms related to pluripotency pathways and cell differentiation (Fig. 3b). Of the 292 genes in WP1763 with the highest rank in the enrichment analysis, 102 were upregulated in iPSC_6 and iPSC_10 compared to the levels found in fibroblasts (Supplemental Fig. 3a). Subsequent analyses were performed using mouse iPSCs (mouse_iPS_1 and mouse_iPS_2) obtained from the GEO database. Principal component analysis (PCA) revealed differences in the gene expression status of each cell group (Supplemental Fig. 3b).

**Figure 3:**
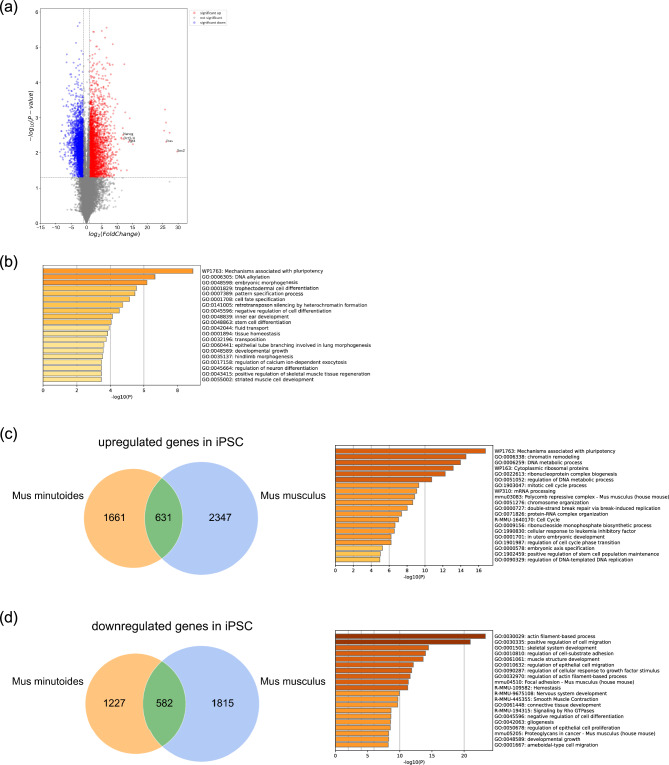
RNA-seq analysis of *M. minutoides* iPS cells and fibroblasts. (**a**) Volcano plot of differentially expressed genes in *M. minutoides* iPSCs and fibroblasts. (**b**) Enrichment analysis of the upregulated genes in *M. minutoides* iPSCs, obtained using Metascape. (**c**) (Left) Venn diagram showing the twofold upregulated genes in *M. minutoides* and *M. musculus* iPSCs compared to fibroblasts. (Right) Enrichment analysis of the upregulated genes in *M. minutoides* and *M. musculus* iPSCs was obtained using Metascape. (**d**) (Left) Venn diagram showing the twofold downregulated genes in *M. minutoides* and *M. musculus* iPSCs compared to fibroblasts. (Right) Enrichment analysis of the downregulated genes in *M. minutoides* and *M. musculus* iPSCs was obtained using Metascape.

A comparison of the fibroblast and iPSC gene expression profiles revealed the shared upregulation of 631 genes in *M. minutoides* and *M. musculus* iPSCs (Fig. 3c). 

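Of the genes listed as naive markers in Table 1, *Dppa3* rose in the *M. minutoides* iPSCs, from 1.44 ± 0.184 to 112 ± 6.45 TPM (SD, n = 2 each), a log2 fold change of 5.61 (standard error 0.22, adjusted p = 0.00021 from edgeR). *Dazl*, a germ cell RNA-binding protein gene, was called higher at few reads, 41 and 64 in iPSC lines 6 and 10 and 1 and 0 in fibroblasts (ratio 74.8, 95% counting interval 13.1 to 2982, adjusted p = 0.0034 from edgeR). *Pecam1*, which encodes an adhesion molecule, was at 13.8 ± 0.6 TPM in iPSCs and 26.7 ± 1.06 TPM in fibroblasts (SD, n = 2 each), a log2 fold change of -0.89 that did not pass the fold threshold. On exon reads, an alternative chosen after seeing the data, *Pecam1* was called lower (log2 fold change -1.08). Among primed markers, the transcription factor gene *Otx2* reached 92.1 ± 5.79 TPM (SD, n = 2) in iPSCs, a log2 fold change of 8.73 (standard error 0.19, adjusted p = 0.00013 from edgeR). *Nodal*, a TGF-beta family ligand, rose to 43 ± 7.14 TPM (SD, n = 2), a log2 fold change of 6.98 (standard error 0.36, adjusted p = 0.00031 from edgeR). The Nodal antagonists were also higher. *Lefty1* had 0 and 1 reads in fibroblasts and 2307 and 3750 in iPSCs, a ratio of 4315 (95% counting interval 774 to 170447), and *Lefty2* had 1 and 2 in fibroblasts and 14357 and 19186 in iPSCs, a ratio of 7965 (95% counting interval 2725 to 38623).

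**Figure D3:**
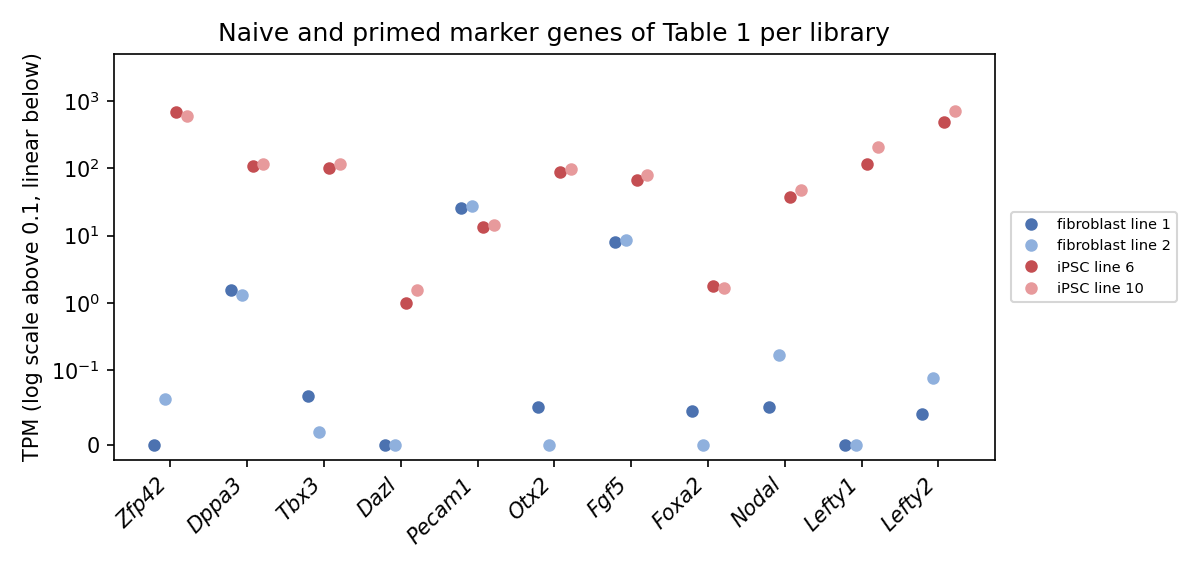
TPM of the naive and primed marker genes of Table 1 in each *M. minutoides* library, on an axis that is logarithmic above 0.1 and linear below it. Each point is 1 library, and *Pecam1* is the gene whose iPSC points lie below the fibroblast points.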

Table 1 shows some of the upregulated genes that are relevant to pluripotency in *M. minutoides*, *M. musculus*, or both iPSC types. Enrichment analysis of these genes revealed significant associations with GO terms related to pluripotency and the maintenance of stem cell populations, as illustrated in Fig. 3c. Conversely, the expression levels of 582 genes decreased in *M. minutoides* and *M. musculus* iPSCs, and this gene cluster encompassed numerous GO terms associated with fibroblast and connective tissue functions (Fig. 3d).

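In the *M. minutoides* libraries, genes of fibroblasts and connective tissue fell in iPSCs. Of 40 such genes, 31 were lower and 0 higher (the same counts when adjusted over the list alone, camera adjusted p = 5.9e-07, adjusted p = 0.65 with an estimated correlation). Genes of this list called higher numbered 1 with total counts, upper-quartile normalization, a mean of at least 50 counts, exon reads, no fold threshold, limma on log2 TPM, the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold; 2 without iPSC line 10. Genes of this list called lower numbered 20 with the paper's test on log2(TPM + 1) with either fold. The largest falls in the list were those of *S100a4* and *Col6a2*. The collagen VI gene *Col6a2* was at 1686 ± 156 TPM in fibroblasts and 114 ± 73.3 TPM in iPSCs (SD, n = 2 each; log2 fold change -4.12, standard error 0.55, adjusted p = 0.0032 from edgeR). *S100a4*, a fibroblast calcium-binding protein gene, had a log2 fold change of -4.32 (standard error 0.56, adjusted p = 0.0029 from edgeR). Other members stayed abundant. The fibronectin gene *Fn1* was at 674 ± 53.8 TPM in iPSCs and 851 ± 59 TPM in fibroblasts, and the proteoglycan gene *Bgn* at 614 ± 307 and 867 ± 84 TPM (SD, n = 2 each), and neither was called. Without iPSC line 6, *Bgn* was called lower (log2 fold change -1.41). The summed TPM of this list in iPSC line 6 was 29.2% of the fibroblast mean, and in iPSC line 10 it was 17%. Of 30 actin cytoskeleton and focal adhesion genes, 24 were lower and 0 higher (the same counts when adjusted over the list alone, camera adjusted p = 5.2e-09, adjusted p = 0.56 with an estimated correlation). The caveolar gene *Cavin1* had a log2 fold change of -4.58, the lamin gene *Lmna* one of -4.07 and the smooth muscle gene *Tagln* one of -3.67. Of 15 mesenchymal regulators, 13 were lower and 0 higher (the same counts when adjusted over the list alone, camera adjusted p = 0.00032, adjusted p = 0.65 with an estimated correlation), with *Foxf2* at 2009 and 2125 reads in fibroblasts and 27 and 12 in iPSCs. Mesenchymal regulators called lower numbered 8 with the paper's test on log2(TPM + 1) with either fold. Cartilage, bone and tendon genes gave 7 lower and 2 higher of 12 (the same counts when adjusted over the list alone, camera adjusted p = 0.038, adjusted p = 0.56 with an estimated correlation), and the matrix gene *Comp* fell by 6.83 on the log2 scale. The higher ones, named after their values were seen, were *Scx* and *Col2a1*. Cartilage, bone and tendon genes called higher numbered 1 with glmTreat or the paper's test on TPM, or without fibroblast line 1, fibroblast line 2 or iPSC line 10. All 20 epithelial genes were higher (the same counts when adjusted over the list alone, camera adjusted p = 6.7e-08, adjusted p = 0.56 with an estimated correlation), among them the E-cadherin gene *Cdh1* at 288 ± 23.9 TPM (SD, n = 2) and a log2 fold change of 8.00. The *M. musculus* libraries were not analysed here.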

**Table 1:** Some of the significantly upregulated genes in *M. minutoides* and *M. musculus* iPSCs.

Gene	iPSCs	
	*Mus minutoides*	*Mus musculus*
Naïve marker		
* Zfp42*	○	○
* Dppa3*	○	○
* Tbx3*	○	○
* Dazl*		○
* Pecam1*		○
Primed marker		
* Otx2*	○	○
* Fgf5*	○	
* Foxa2*	○	
* Nodal*		○
* Lefty1*		○
* Lefty2*		○

### Differentiation potential of iPSCs

To assess the differentiation potential of *M. minutoides* iPSCs, we conducted in vitro differentiation experiments targeting the neuronal lineages. Although a considerable number of cells underwent apoptosis during the early stages of differentiation, the expression of neuronal marker genes (*Tuj1*, *Nestin*) was observed 14 days post-induction (Fig. 4a). Fluorescent immunostaining also revealed elongated processes originating from NESTIN-positive neurons (Fig. 4b). EB formation was examined in *M. minutoides* iPSCs. These iPSCs successfully formed EGFP-expressing EBs after 5 days of culture under EB-forming conditions (Fig. 4c,d). Using RT-PCR, we found that the EBs and cells migrating from the EB masses differentiated into three germ layers, the ectoderm, mesoderm, and endoderm, as well as the trophic ectoderm, which contributes to extraembryonic tissues (Fig. 4e).

**Figure 4:**
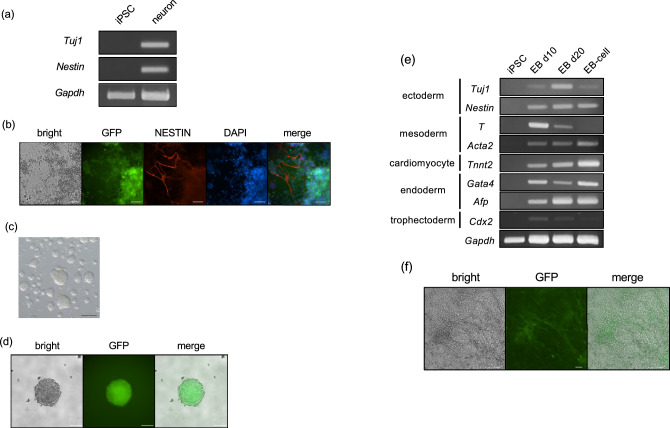
In vitro differentiation potential analysis of *Mus minutoides* induced pluripotent stem cells (iPSCs). (**a**) RT-PCR analysis of neuronal differentiation-induced *M. minutoides* iPSCs. *Gapdh* was used as the positive control. (**b**) Fluorescence immunostaining in neuronal differentiation-induced *M. minutoides* iPSCs with the anti-NESTIN antibody. Bar: 50 µm. (**c**) Bright field image of embryoid bodies (EBs) formed from *M. minutoides* iPSCs on day 4 of floating culture. Bar: 200 µm. (**d**) Fluorescence microscopic image of *M. minutoides* EBs on day 5 of floating culture. Bar: 100 µm. (**e**) RT-PCR analysis of EBs (EB d10, EB d20) and EB migrating cells (EB-cells) cultured for 10 or 20 days. *Gapdh* was used as the positive control. (**f**) Fluorescence microscopic image of *M. minutoides* EB-cells differentiated into cardiomyocytes. Bar: 100 µm.

We also performed an adhesion culture of EBs derived from *M. minutoides* iPSCs. A population of cells with filament-like structures and self-beating behavior, characteristic of cardiomyocytes, was observed within the layered sheets of adherent cells (Fig. 4f and Supplemental Movie 1). Based on RT-PCR using this cell population, *Tnnt2*, a specific marker of cardiomyocytes, was robustly expressed (Fig. 4e).

### Teratoma

To evaluate the in vivo differentiation potential of *M. minutoides* iPSCs, *M. minutoides* iPSCs were subcutaneously injected into nude mice with specific immune cell dysfunction. Two weeks after the injection, teratoma formation was observed (Fig. 5a). Subsequent histological analysis revealed that these teratomas contained tissues representing all three germ layers: neural tissue (ectoderm), muscle (mesoderm), and intestinal epithelium (endoderm) (Fig. 5b). To determine the genomic origin of the teratomas, we extracted genomic DNA from paraffin-embedded sections to detect *M. minutoides* iPSC colonies. Our analyses confirmed that the genomic DNA of teratomas corresponded to that of *M. minutoides* (Fig. 5c).

**Figure 5:**
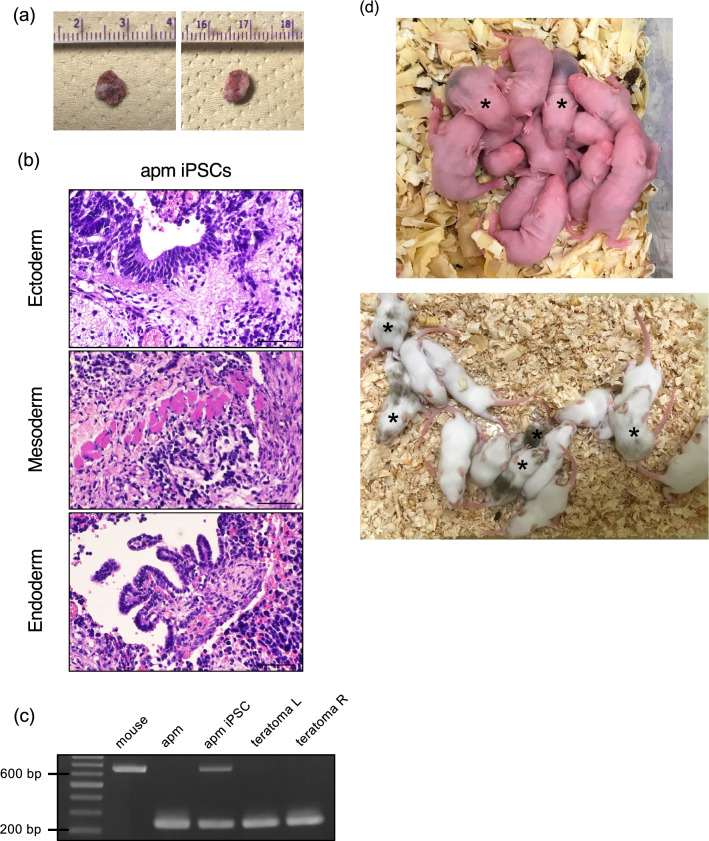
In vivo differentiation and contribution potential analysis of *Mus minutoides* induced pluripotent stem cells (iPSCs)*.* (**a**) Teratoma formed from *M. minutoides* iPSCs. (**b**) Ectoderm (neural epithelium), mesoderm (muscle), and endoderm (gastrointestinal epithelium) observed in the teratoma. Bar: 50 µm. (**c**) Identification of the cell origin based on PCR using genomic DNA. “mouse" and "apm" represent genomic DNA extracted from *M. musculus* and *M. minutoides*, respectively. (**d**) The upper and lower images represent 3- and 11-day-old mice, respectively. The coat color (wild color) from *M. minutoides* is observed with the coat color (white) from ICR (*M. musculus*). Representative chimeric mice are marked with *.

### Chimeric mice

To evaluate the developmental contribution of *M. minutoides* iPSCs in animals, we used the blastocyst complementation method to generate chimeric mice. By integrating *M. minutoides* iPSCs into *M. musculus* (ICR mouse) blastocysts, chimeric pups with *M. minutoides* coats were successfully generated and allowed to develop for two weeks (5/14 pups) (Fig. 5d).

## Discussion

In the present study, we successfully generated iPSCs from *M. minutoides* fibroblasts, which formed dome-shaped colonies. In addition, we demonstrated that *M. minutoides* iPSCs are pluripotent and can contribute to the generation of chimeric mice when transplanted into the embryos of *M. musculus*, a closely related species within the *Mus* genus.

To establish *M. minutoides* iPSCs, we used a combination of seven genes, including Yamanaka factors (*Oct3/4*, *Sox2*, Klf4, *c-Myc*), *Glis1*, *Nanog*, and *Lin28a*, which enhance the efficiency of iPSC generation^26,27^. Previously unpublished data revealed successful iPSC generation from *M. musculus* (C57BL/6N, C57BL/6 J, ICR) and *Rattus norvegicus* (Wistar-Imamichi) using the same vector. Although the gene sequences necessary for iPSC establishment in *M. minutoides* are currently unknown, we used vectors containing *Homo sapiens* sequences to facilitate successful conversion of *M. minutoides* fibroblasts into undifferentiated cells. Owing to the close evolutionary relationship between *M. minutoides* and *M. musculus*^9^, the successful establishment of *M. minutoides* iPSCs in this study is a significant achievement. The successful establishment of *M. minutoides* iPSCs was largely due to the use of highly efficient vectors that combine seven factors. The expression of EGFP was observed in colonies and persisted after passaging. PCR was performed to confirm that the iPSC colonies established in this study were derived from *M. minutoides* and not *M. musculus*. The difference in the length of the *Ghr* promoter region between *M. minutoides* and *M. musculus*, as observed in our previous study (unpublished data), was used to identify *M. musculus* and *M. minutoides* DNA via PCR, with the genome as a template. The genomic DNA extracted from *M. minutoides* iPSCs amplified not only *M. minutoides* DNA but also a small amount of *M. musculus*-derived products, which are speculated to be of feeder cell origin. Attempting a feeder-free culture of *M. minutoides* iPSCs was unsuccessful due to a decline in growth rate and a reduction in the number of colonies during cultivation.

We analyzed the gene expression profiles of *M. minutoides* iPSCs and observed the expression of various pluripotency marker genes. Immunostaining revealed the presence of NANOG and OCT3/4 in EGFP-positive *M. minutoides* iPSCs. Moreover, the colonies were observed to maintain their undifferentiated state. Although we did not determine whether the gene expression was endogenous or exogenous, interestingly, *Eras* and *Fgf4*, which are not expressed in the gene expression vectors commonly used for iPSC induction, were expressed. This finding suggests that the induction vectors employed in our study initiated reprogramming in *M. minutoides* fibroblasts. Based on *Fgf4* sequence analysis, although the amino acid sequence remained identical, the cDNA sequence partially differed. This disparity in cDNA sequences indicated that fibroblast initialization triggered the reactivation of genes associated with the original pluripotent state specific to *M. minutoides*. Prior to induction, we observed the expression of the *Klf4* gene in fibroblasts despite its inclusion in the gene expression vectors employed for iPSC induction. The *Klf4* gene was originally isolated from NIH3T3, a cell line derived from mouse fetal skin^28^. Notably, *Klf4* is expressed in the dermal fibroblasts of *M. musculus* and the fibroblasts of *Tokudaia tokunoshimensis* (Amami spiny rat) and *Myotis lucifugus* (little brown bat), which have been successfully used to generate iPSCs using similar induction methods^23,29^. These observations strongly suggest that *Klf4* may also serve as an endogenous gene expressed in *M. minutoides* tail fibroblasts. *Klf4* plays diverse roles, including the maintenance of skin barrier function. In stem cells, *Klf4* actively regulates pluripotency gene expression and inhibits the induction of differentiation-related genes^30^. Therefore, *Klf4* may exhibit different functions between *M. minutoides* iPSCs and fibroblasts.

Quantitative analysis revealed differences in the expression of pluripotency markers between the *M. minutoides* iPSC lines. In particular, the expression levels of the pluripotency marker genes, particularly *Nanog*, were nearly identical between the two iPSC lines (apm_iPSC_6 and iPSC_10) and *M. musculus* ES cells. In these two iPSC lines, the expression levels of *Oct3/4*, *Sox2*, *Eras*, and *Fgf4* were significantly higher than those in *M. musculus* ESCs. Notably, the expression levels of *Fgf4* were substantially high. *Fgf4* is involved in the proliferation and differentiation of ESCs and tissue stem cells in mice^31^. Moreover, the absence of *Fgf4* impairs differentiation into nerve and mesoderm lineages^32^, indicating its importance in specific differentiation. Based on our findings, the *M. minutoides* iPSCs established in this study readily differentiated into neurons, and a substantial number of cardiomyocyte colonies emerged from migrating cells within the EBs. This enhanced differentiation potential may be attributed to the elevated expression of *Fgf4*. 

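The pluripotency-related genes *Utf1*, *Tdgf1*, *Dppa5a* and *Foxd3* were near 0 in fibroblasts and abundant in both iPSC lines. *Utf1*, a chromatin factor of undifferentiated cells, had a TPM of 1461 ± 129 (SD, n = 2) in iPSCs and 0.54 ± 0.227 in fibroblasts, a log2 fold change of 10.79 (standard error 0.24, adjusted p = 0.00014 from edgeR). *Tdgf1*, a Nodal co-receptor gene, had 2 and 1 reads in fibroblasts and 7037 and 8617 in iPSCs (ratio 3717, 95% counting interval 1272 to 18026), and the pluripotency marker *Dppa5a* had 0 and 2 in fibroblasts and 6439 and 6613 in iPSCs (ratio 4649, 95% counting interval 1287 to 38390.2). *Foxd3* had no fibroblast read and 4084 and 4129 reads in iPSCs, at least 1950.2-fold higher against a floor of 3 counts over the group. *Jarid2*, a Polycomb cofactor, was the general pluripotency gene that was not called. Fibroblast line 1 held 70985 of its reads, 70249 of them in introns, and line 2 held 3975. On exon reads it was higher in iPSCs by 3.02 on the log2 scale (adjusted p = 0.00016 from edgeR), an alternative chosen after seeing the data. Of the 7 factors carried by the plasmids, 4 were higher and 2 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.13, adjusted p = 0.56 with an estimated correlation). The lower ones were *Glis1* and *Klf4*. Factors called lower numbered 1 in most settings, among them total counts, upper-quartile normalization, a filter of at least 1 count, a mean of at least 50 counts, glmTreat, exon reads, limma on log2 TPM, the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold, or without fibroblast line 1, fibroblast line 2 or iPSC line 10. *Lin28a* rose to 127 ± 2.41 TPM (SD, n = 2; log2 fold change 9.41). *Glis1* fell to 2.25 ± 0.0638 TPM from 32.8 ± 3.46 TPM (SD, n = 2 each; log2 fold change -3.82). *Myc* was at 99.8 ± 17.6 and 61.3 ± 5.32 TPM (SD, n = 2 each), and was not called. *Glis1*, *Nanog* and *Lin28a* shared a plasmid transcript. In iPSCs *Glis1* was at 2.25 TPM, *Lin28a* at 127 TPM and *Nanog* above *Lin28a*. This argues against that plasmid as the main source of the *Lin28a* and *Nanog* transcripts. For the factors of the other plasmid, the counts do not tell plasmid transcripts from endogenous ones. The paper withdrew the doxycycline that drives both plasmids before it derived the lines. Of 12 genes of the LIF-STAT3 pathway, 5 were higher and 5 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.9, adjusted p = 0.98 with an estimated correlation), the former led by *Tfcp2l1* at a log2 fold change of 6.22. The others higher were *Gbx2*, *Pim3*, *Socs3* and, named after its value was seen, *Pim1*. The lower ones were *Klf4* and, named after their values were seen, *Il6st*, *Junb*, *Jak1* and *Stat3*. LIF-STAT3 genes called higher numbered 3 with the paper's test on TPM. LIF-STAT3 genes called lower numbered 2 with glmTreat or the paper's test on log2(TPM + 1) with either fold; 3 with total counts or the paper's test on TPM, or without fibroblast line 2 or iPSC line 10.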

RNA-seq analysis also revealed significant differences in gene expression between the established *M. minutoides* iPSCs and fibroblasts, highlighting the expression of numerous pluripotency-related genes that could not be elucidated by RT-PCR. Principal component analysis using gene expression data from *M. musculus* iPSCs (mouse_iPS_1, mouse_iPS_2) and fibroblasts (mouse_fib_1, mouse_fib_2) revealed that *M. minutoides* iPSCs and *M. musculus* iPSCs have different gene expression states. Moreover, distinct gene expression patterns were discovered between the fibroblasts of *M. minutoides* and *M. musculus*. Although we cannot definitively exclude the possibility that these differences are due to technical variations in the extraction processes, the availability of *M. musculus* iPSCs data from the GEO database implies that each cell population of *M. minutoides* and *M. musculus* may possess a unique gene expression profile that must be further investigated. In the enrichment analysis, the highest-ranked pathway matched pluripotency, and many other GO terms related to embryonic development and the maintenance of undifferentiated potential were observed. Based on the RT-qPCR results, a strong positive correlation was found among the expression levels of the pluripotency markers, suggesting that the regulatory mechanism governing pluripotency gene expression in *M. minutoides* was similar to that observed in *M. musculus*^33,34^; however, of the 292 genes included in the top hit WP1763: Mechanisms associated with pluripotency, only 102 genes (104 genes in iPSC_6 and 109 in iPSC_10) had significantly increased expression in *M. minutoides* iPSCs. As shown in Fig. 3c,d, 1661 upregulated and 1227 downregulated genes were unique to *M. minutoides* iPSCs. Thus, although *M. minutoides* belongs to the same genus (*Mus*) as mice, pathways involved in maintaining pluripotency in *M. minutoides* may differ from those in mice. GO:0006305 DNA alkylation is attributed to mitomycin C-treated feeder cells.

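Most tested genes of DNA methylation rose in iPSCs. Of 12 such genes, 7 were higher and 1 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.0076, adjusted p = 0.56 with an estimated correlation), and *Tet3* was the lower one, named after its value was seen. *Dnmt3l*, the cofactor of de novo methylation, had a TPM of 606 and 705 in iPSC lines 6 and 10 and of 0.018 ± 0.0254 (SD, n = 2) in fibroblasts. Its log2 fold change was 10.65 (standard error 0.22, adjusted p = 0.00013 from edgeR), and it ranged from 9.33 to 15.15 over the other settings run. The de novo methyltransferase gene *Dnmt3b* was at 399.7 and 502 TPM (log2 fold change 6.69, standard error 0.15, adjusted p = 0.00014 from edgeR). *Zfp57*, which keeps methylation at imprinted regions, had a log2 fold change of 5.68, and the maintenance methyltransferase gene *Dnmt1* was at 179 ± 28.6 TPM in iPSCs and 145 ± 3.42 TPM in fibroblasts (SD, n = 2 each) and was not called. Of 23 genes of germline genome defence, which acts against transposons, 18 were higher and 2 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.00019, adjusted p = 0.56 with an estimated correlation). The lower ones, named after their values were seen, were *Tdrd5* and *Tdrd7*. Germline defence genes called lower numbered 1 with glmTreat, limma on log2 TPM, the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold, or without fibroblast line 2. *Tex19.1* had no fibroblast read and 1551 and 2071 in iPSCs, at least 860.0-fold higher against a floor of 3 counts over the group, and *Morc1* had a log2 fold change of 6.03. Over the 25 genes of both lists that were called higher, the median log2 ratio of line 10 to line 6 was 0.23. It was -0.85 over the fibroblast and connective tissue list. Members of the enriched term itself were not used here. From the pluripotency pathway genes that were not upregulated and the genes changed in *M. minutoides* iPSCs alone, the paper proposes that pathways maintaining pluripotency may differ between *M. minutoides* and mice.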

We proceeded to evaluate the pluripotency of *M. minutoides* iPSCs. Based on the in vitro results, these iPSCs successfully differentiated into neurons, exhibiting numerous elongated processes originating from dome-shaped colonies. This successful neural differentiation suggests that functional cells can be directly derived from the *M. minutoides* iPSCs established in this study. Subsequently, the floating culture method was employed to generate EBs from *M. minutoides* iPSCs. EBs are three-dimensional cellular aggregates formed from floating PSC cultures. EBs possess a two-layered structure comprising the EB ectoderm, which differentiates into neurons and other cell types, and the primitive endoderm, which differentiates into the mesoderm and endoderm. Using a floating-culture technique, we successfully formed EBs from *M. minutoides* iPSCs. These EBs exhibited a cell mass, with initiation of the cellular fate of the three germ layers (ectoderm, mesoderm, and endoderm). These results indicate that *M. minutoides* iPSCs are pluripotent and can differentiate into diverse cell lineages in vitro. Although EBs primarily differentiate into cell lineages comprising the EB, our gene expression analysis revealed slight expression of *Cdx2*, a marker associated with the trophic ectoderm. Although further detailed analysis of this finding is warranted, it highlights an intriguing outcome regarding EB differentiation in *M. minutoides*. The expression of the *T* (*Brachyury*) gene decreased significantly as the EB culture period progressed. *T* is a transcription factor expressed during the early stages of mesoderm formation^35^. According to previous reports, the expression of *T* is initially upregulated during the early culture of EBs derived from mouse ESCs, followed by a gradual decrease^36^. In EBs derived from *M. minutoides* iPSCs, an extended culture period resulted in the differentiation of EBs accompanied by a decrease in *T* expression, indicating differentiation into the mesoendodermal lineage, similar to *M. musculus* iPSCs.

In the present study, *M. minutoides* iPSCs differentiated into three germ layers in vivo, similar to *M. musculus* ESCs. Chimeric mice were successfully generated by injecting *M. minutoides* iPSCs into *M. musculus* blastocysts. The resulting chimeras exhibited a predominantly white coat color, characteristic of ICR (*M. musculus*), with additional patches displaying a wild coat color derived from *M. minutoides*. This observation indicates that *M. minutoides* iPSCs actively contribute to inner cell mass formation in conjunction with *M. musculus*-derived cells, demonstrating their functional and physiological capabilities in vivo.

PSCs are classified into two distinct states, naïve and primed, based on their morphological characteristics and capacity to form chimeric organisms^37^. For *M. musculus*, ESCs are recognized as naïve whereas epiblast stem cells (EpiSCs) are considered primed. These two states exhibit notable differences in their genetic expression profiles and their ability to contribute to chimerism^38,39^. 

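Several naive-state markers rose in the *M. minutoides* iPSCs. *Zfp42* (Rex1), on chromosome 8 from 43295063 to 43306980 of GRCm38, reached 647 ± 60.9 TPM (SD, n = 2) in iPSCs, a log2 fold change of 11.01 (standard error 0.18, adjusted p = 0.00013 from edgeR). *Tbx3*, a T-box factor, reached 109 ± 9.28 TPM (SD, n = 2; log2 fold change 10.23, standard error 0.19, adjusted p = 0.00013 from edgeR), and *Dppa2* 79.2 ± 4.59 TPM (SD, n = 2; log2 fold change 6.47, standard error 0.17, adjusted p = 0.00015 from edgeR). Of 20 naive markers, 15 were higher and 3 lower (the same counts when adjusted over the list alone, camera adjusted p = 0.0021, adjusted p = 0.56 with an estimated correlation). The lower ones were *Klf4*, *Nr0b1* and *Manba*, the latter pair named after their values were seen. Naive markers called lower numbered 0 with total counts; 1 with a filter of at least 1 count, a mean of at least 50 counts, glmTreat, limma on log2 TPM or the paper's test with its fold on log2(TPM + 1), or without fibroblast line 1, fibroblast line 2 or iPSC line 10. *Klf4* was at 302 ± 19.7 TPM in fibroblasts and 176 ± 79.7 TPM in iPSCs (SD, n = 2 each; log2 fold change -1.07, adjusted p = 0.048 from edgeR), but its call depended on the setting. It was not called with total counts, upper-quartile normalization, a filter of at least 1 count, a mean of at least 50 counts, glmTreat, exon reads, limma on log2 TPM, the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold, or without fibroblast line 1, fibroblast line 2 or iPSC line 10. Its log2 fold change was -0.65 without iPSC line 10, and on exon reads, an alternative chosen after seeing the data, its adjusted p was 0.066 from edgeR. *Nr0b1*, a partner of OCT3/4, had 13 and 12 reads in fibroblasts and 5 and 6 in iPSCs. *Klf5* was not called, at 64.1 ± 4.06 TPM in iPSCs and 64.1 ± 3.47 TPM in fibroblasts (SD, n = 2 each).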

RNA-seq analysis revealed that certain genes that were highly expressed in *M. musculus* ESCs, such as *Zfp42*, *Dppa2*, and *Tbx3*, were also significantly upregulated in *M. minutoides* iPSCs, whereas other genes were not significantly upregulated. Conversely, among the genes highly expressed in *M. musculus* EpiSCs, *Fgf5* and *Foxa2* exhibited significantly higher expression in *M. minutoides* iPSCs, whereas no significant differences were observed in *M. musculus* iPSCs. 

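*Fgf5*, a growth factor gene of the primed epiblast, was already transcribed in fibroblasts and rose in iPSCs, from 8.31 ± 0.318 to 73.1 ± 7.81 TPM (SD, n = 2 each; log2 fold change 2.80, standard error 0.11, adjusted p = 0.0002 from edgeR). *Foxa2*, a transcription factor of endoderm, was higher at a low level, with 50 and 42 reads in iPSC lines 6 and 10 and 1 and 0 in fibroblasts (ratio 65.5, 95% counting interval 11.5 to 2616, adjusted p = 0.0026 from edgeR), and a TPM of 1.72 ± 0.0791 (SD, n = 2). Of 18 primed markers tested, 17 were higher and 1 lower (the same counts when adjusted over the list alone, camera adjusted p = 3.4e-06, adjusted p = 0.56 with an estimated correlation). *Zic2*, a zinc finger factor, reached 183 ± 28.1 TPM (SD, n = 2; log2 fold change 9.18), and the WNT antagonist *Sfrp2* was the lower one, named after its value was seen. Primed markers called higher numbered 11 with the paper's test on TPM.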

Considering the colony morphology and outcomes obtained in our study, including the ability to contribute to chimeric mice, the established *M. minutoides* iPSCs can be inferred to possess properties that are either comparable to or very closely aligned with those of naïve PSCs.

In summary, the findings of our in vitro and in vivo investigations confirmed that *M. minutoides* iPSCs generated by reprogramming *M. minutoides* fibroblasts possess the essential characteristics of PSCs and contribute to their ontogeny. The establishment of *M. minutoides* iPSCs has remarkable potential to advance the analysis of dwarfism, which is the most distinct *M. minutoides* phenotype. Thus, the biology of non-model animals that lack established developmental engineering techniques and experience challenges in terms of ESC establishment can be explored, which may also advance research on interspecies chimera creation.

## Methods

### Animal experiment

*Mus minutoides* (obtained from the Pet Shop YANOHASHI) was exsanguinated via cervical dislocation under anesthesia with medetomidine, midazolam, and butorphanol and used for each experimental procedure. The animal experiments complied with the regulations and guidelines of the Yamaguchi University Experimental Animal Committee (No. 291) and the Animal Care and Use Committee of the University of Tokyo (P22-092), and their protocols were duly approved by the respective committees. The results of the study were also reported in accordance with the ARRIVE guidelines.

### Fibroblast establishment

Primary fibroblasts were isolated from the tail tips of dead *M. minutoides* and *M. musculus*. The tail tip was attached to gelatin-coated plates and cultured in Dulbecco’s modified Eagle’s medium (DMEM; FUJILIM Wako) supplemented with 10% fetal bovine serum (FBS), penicillin (100 U/mL), and streptomycin (100 µg/mL) at 37 °C with 5% CO_2_. The culture medium was replaced weekly, and the cells were passaged as necessary to monitor their migration.

### Plasmid construction

PiggyBac inverted terminal repeat (ITR) sequences were synthesized by overlap extension PCR using oligonucleotides obtained from Eurofins (Japan). The amplicons were inserted into the AatII–AflIII sites of pUC19 to construct pUC19-PB. To construct the plasmid, PB-TRE-Oct3/4-2A-Klf4-2A-Sox2-2A-cMyc (PB-TRE-OKSM), we cloned the TRE-CMV minimal promoter and a polyA signal sequence fragment from a previously constructed plasmid DNA^40^. The OKSM fragment was obtained from pMaster3 (Addgene plasmid #58526)^41^, which was modified from a previously reported plasmid^42^. These fragments were inserted into the ITRs of pUC19-PB.

Similarly, to construct PB-TRE-Glis1-2A-Nanog-2A-lin28a (PB-TRE-GNL), the TRE-CMV minimal promoter and poly (A) signal sequence fragments were obtained as described above. The *Glis1* open reading frame (ORF) was cloned using C57BL/6-derived testis cDNA, and the NL fragment was obtained from pMaster3 (Addgene plasmid #58526)^41^. These fragments were inserted into the ITRs of pUC19-PB.

To construct PB-CAG-rtTA-IRES-eGFP-pGK-NeoR, the CAG-rtTA and IRES-eGFP sequences were obtained from a previously constructed plasmid DNA^40^. These fragments, along with pGK-NeoR (Addgene plasmid #13442)^43^, were inserted into pUC19-PB.

The above plasmids will be deposited in Addgene.

For pCAG-T3-hyPBase-pA construction, the hyPBase ORF was cloned from pCMV-hyPBase (kindly provided by Dr. A Bradley, Wellcome Sanger Institute) using PCR and inserted into the NotI–ClaI site of pCAG-T3-hCas9-pA (Addgene plasmid #48625)^44^.

The constructed vectors were sequenced using a commercial sequencing kit (Applied Biosystems, Foster City, CA, USA) and a DNA sequencer (Applied Biosystems), according to the manufacturer’s instructions. All iPSC-inducing plasmid constructs are shown in Fig. 1a.

### iPSC establishment

Fibroblasts from *M. minutoides* were dissociated, washed, and suspended in Opti-MEM (Gibco). The cell suspension was then transferred to a 4-mm cuvette electrode (SE-204; BEX Co., LTD), and 2.5 μg/100 μL of plasmid was added individually for iPSC induction (PB-TRE-OKSM, PB-TRE-GNL, PB2-CAG-rtTA-ires-eGFP pGK-Neo, and pCAG-T3-hyPBase-pA(95)). Electroporation was performed using a CUY21EDIT II electroporator (BEX) with a single 10 ms pulse at 350 V, followed by five 50 ms pulses at 40 V at 50 ms intervals. After electroporation, the cells were reseeded on feeder cells in ESGRO Complete Basal Medium (Merck) supplemented with penicillin (100 U/mL), streptomycin (100 μg/mL), 20% KnockOut Serum Replacement (KSR) (Gibco), and ESGRO-2i Supplement Kit (Merck), with 2 μg/mL (final concentration) doxycycline (DOX) (Takara). Emerging colonies with iPSC-like morphology were passaged on feeder cells and mitomycin C-treated mouse embryonic fibroblasts and cultured with DOX until the reappearance of the colonies. Subsequently, DOX supplementation was discontinued, and the cells were further cultured. Individual colonies that maintained domed-morphology were selected under a stereomicroscope and single cells from a colony were seeded on feeder cells in 96-well plates to establish multiple *M. minutoides* iPSC lines.

### Genomic PCR

Primers were designed based on the promoter region sequence of the *M. musculus growth hormone receptor* (*Ghr*) gene, and genomic PCR was performed using BIOTAQ DNA polymerase (NIPPON Genetics). The primer sequences are listed in Table 2. The following PCR cycling conditions were employed: initial denaturation at 94 °C for 3 min, followed by 35 cycles of denaturation at 94 °C for 30 s, annealing at 64 °C for 45 s, extension at 72 °C for 45 s, and a final extension at 72 °C for 1 min.

**Table 2:** Primer sequences for PCR conducted with genomic DNA.

Gene	Primer sequences (5ʹ → 3ʹ)
*Ghr* pmr	
F	TCCCTGCAGACCTGTGTTCCGTAC
R	GCACCTCCTGCAGGTACAGGAAG

### Alkaline phosphatase staining

Alkaline phosphatase (ALP) staining was conducted using an Alkaline Phosphatase detection kit (Merck), according to the manufacturer’s protocol.

### Genomic DNA and mRNA extraction and reverse transcription

Total RNA and genomic DNA (gDNA) were extracted using the NucleoSpin TriPrep kit (Takara) or ReliaPrep RNA Cell Miniprep System (Promega), respectively, according to the respective protocols. Total RNA was reverse-transcribed using the QuantiTect Reverse Transcription Kit (QIAGEN), according to the manufacturer’s protocol.

### RT-PCR

The primer design for RT-PCR was based on highly conserved regions identified by comparing the DNA sequences of *M. musculus*, *Mus pahari*, and *Mus spretus*. Primers were designed for the pluripotency markers: *Nanog*, *Oct3/4*, *Sox2*, *Klf4*, *Eras*, and *Fgf4*; neural markers: *Tuj1* and *Nestin*; markers for ectoderm (*Tuj1*, *Nestin*), mesoderm (*T*, Acta2), cardiomyocyte (Tnnt2), endoderm (*Gata4*, *AFP*), and trophectoderm (*Cdx2*) differentiation in embryoid bodies (EBs) and migrating cells; and primers for the *Gapdh* gene. The primer sequences are listed in Table 3. PCR amplification was performed using BIOTAQ DNA polymerase (Nippon Genetics) and the following cycling conditions: initial denaturation at 94 °C for 3 min, followed by 35 cycles of denaturation at 94 °C for 30 s, annealing at 64 °C for 45 s, extension at 72 °C for 45 s, and a final extension step at 72 °C for 1 min.

**Table 3:** Primer sequences for RT-PCR.

Gene	Primer sequences (5' → 3')
*Nanog*	
F	GATGCGGACTGTGTTCTCTCAGG
R	TCCAAATTCACCTCCAAATCACTGGC
*Oct3/4*	
F	GCTAGAACAGTTTGCCAAGCTGC
R	TGCACCAGGGTCTCCGATTTGC
*Sox2*	
F	GGATAAGTACACGCTTCCCGGAG
R	TAGGACATGCTGTAGGTGGGCG
*Klf4*	
F	GCGAGTCTGACATGGCTGTCAG
R	GTTGTTACTGCTGCAAGCTGCAC
*Eras*	
F	GCTCTCACCATCCAGATGACTCAC
R	CTCTGAATCTCATGGACAAGCAGG
*Fgf4*	
F	AACGTGGGCATCGGATTCCACC
R	CGTAGGCGTTGTAGTTGTTGGGC
*Gapdh*	
F	GTGCTGAGTATGTCGTGGAGTC
R	CATACTTGGCAGGTTTCTCCAG
*Tuj1*	
F	GGACACCTATTCAGGCCCGACAAC
R	CACGCTGAAGGTGTTCATGATGC
*Nestin*	
F	CGGGAGAGTCGCTTAGAGGTG
R	ATCTTGAGGTGTGCCAGTTGCTG
*T*	
F	CATGCTGCCTGTGAGTCATAACG
R	CCTAGAAGATCCAGTTGACACCGG
*Acta2*	
F	AGCGTGAGATTGTCCGTGACATC
R	CCTTCTGCATCCTGTCAGCAATG
*Tnnt2*	
F	AAGGCTCTGTCCAACATGATGCAC
R	TGATCCGGTTTCGCAGAACGTTG
*Gata4*	
F	GGTAACTCCAGCAATGCCACTAGC
R	CCTGGAAAGGTGTTTGAACAACCCG
*Afp*	
F	AAGCTGCGCTCTCTACCAGAC
R	TGGCACAGATCCTTGTGGAAGATG
*Cdx2*	
F	CTGGAGCTGGAGAAGGAGTTTCAC
R	GCAAGGAGGTCACAGGACTCAAG

### Sequencing

After PCR, bands corresponding to the desired sizes were excised from the electrophoresed gel, and the amplified DNA fragments were extracted using the FastGene Gel/PCR Extraction Kit (Nippon Genetics). The extracted DNA was sequenced at Yamaguchi University Center for Gene Research. The obtained sequence data were aligned at the nucleotide and amino acid levels using CLUSTALW 2.1 software (https://www.genome.jp/tools-bin/clustalw) to determine the corresponding amino acid sequences.

### RT-qPCR

Real-time PCR was conducted using the KAPA SYBR Fast qPCR Kit (Nippon Genetics) with synthesized cDNA as the template. The reaction was performed on the CFX96 Touch Deep Well real-time PCR analysis system (Bio-Rad) using the following cycling conditions: initial denaturation at 95 °C for 3 min, followed by 40 cycles of denaturation at 95 °C for 3 s, and annealing/extension at 60 °C for 20 s. Each gene expression level was normalized to that of *Gapdh* and analyzed using relative cycle threshold (CT). The values are presented as mean ± standard deviation.

### Cellular immunostaining

The cells were fixed with 4% paraformaldehyde for 30 min. After three washes with Tris-buffered saline (TBS), the cells were permeabilized with 0.2% Triton X-100 in TBS (TBST) for 20 min. After three additional washes with TBS, the cells were blocked with 5% goat serum in TBST for 30 min. Rabbit anti-mouse NANOG (diluted 200-fold, ab80892; Abcam) and rabbit anti-human mouse OCT4 (diluted 200-fold, C30A3C1; Cell Signaling Technology) were used as the primary antibodies for the pluripotency markers. In this study, a specific OCT4 antibody was used to recognize the pluripotency-associated OCT4A isoform rather than the more prevalent OCT4B isoform. These primary antibodies were diluted in 5% goat serum in TBST and incubated with the cells for 17 h at 4 °C. Thereafter, Alexa Fluor 594-conjugated goat anti-rabbit IgG (diluted 500-fold, ab150080; Abcam) was used as the secondary antibody. For neuronal differentiation, rat anti-mouse NESTIN antibody (diluted 200-fold, 012-26843, FUJIFILM Wako) was used as the primary antibody, and Alexa Fluor 568-conjugated goat anti-rat IgG (diluted 500-fold, A-11077; Thermo Fisher Scientific) was used as the secondary antibody. Following three additional washes with TBS, contrast staining was performed by incubating the cells with 1 g/mL DAPI in TBS for 15 min under shielded light.

### RNA-seq analysis

Total RNA was extracted from *M. minutoides* iPSCs and fibroblasts using the Maxwell RSC RNA Cell Kit (Promega), and RNA-seq analysis was performed using the NovaSeq 6000 (Illumina) at the Yamaguchi University Center for Gene Research. The number of reads was 33.5 million for fib_1, 33.1 million for fib_2, 36.7 million for iPS-6, and 33.9 million for iPS-10. The expression levels were analyzed after TPM normalization. The RNA-seq data for mouse iPSCs and fibroblasts (GSE46104; GSM1123730, GSM1123731, GSM1123732, and GSM1123733) were obtained from NCBI Gene Expression Omnibus (GEO) database using GEO RNA-seq Experiments Interactive Navigator (GREIN) (http://www.ilincs.org/apps/grein/?gse =).

### Neural differentiation

To induce the differentiation of *M. minutoides* iPSCs into neurons, the culture medium was replaced with the Ndiff227 medium (Takara).

### Embryoid body formation

*Mus minutoides* iPSCs cultured on the feeder cells were detached and collected. The cells were then suspended in DMEM supplemented with 10% KSR, MEM non-essential amino acid solution (100×) (Fujifilm Wako), StemSureR 10 mmol/L 2-mercaptoethanol solution (100×) (Fujifilm Wako), penicillin (100 U/mL), and streptomycin (100 µg/mL). The supernatant containing floating iPSCs was collected and cultured in a suspension for EB formation. These EBs were subjected to adherent culture to obtain migrating cells. Total RNA was extracted from EBs, and migrating cells were derived from EBs and reverse-transcribed.

### Teratoma formation

A total of 2 × 10^5^ cells were collected, suspended in Matrigel (Corning), and subcutaneously injected into 8-week-old KSN male mice. After a 2-week incubation period, the teratomas were extracted, fixed with 3.7% paraformaldehyde, embedded in paraffin, sliced into 4 µm-thick sections, and stained with hematoxylin and eosin. Genomic DNA was extracted from teratomas using the NucleoSpin DNA FFPE XS kit (Takara), according to the manufacturer’s protocol.

### Chimeric mice production

Interspecies chimeras between *M. musculus* and *M. minutoides* were generated using blastocyst complementation, according to the protocols described in Nagy et al.^45^, with some modifications. Briefly, ICR zygotes were obtained via in vitro fertilization^46^ and cultured in KSOMaa-BSA medium until the blastocyst stage. *M. minutoides* iPSCs were microinjected into the blastocoel of 4.0–4.5 dpc ICR blastocysts, which were then transferred into the uteri of pseudopregnant recipient ICR females on day 2.5 of the pseudopregnancy, the pups were obtained through natural birth.

### Statistical analysis

Statistical analysis was performed using a *t*-test to determine significant differences between values. *p* < 0.05 was considered statistically significant.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Movie 1.

# Supplementary material for: Establishment of African pygmy mouse induced pluripotent stem cells using defined doxycycline inducible transcription factors
**Source:** Sci Rep. 2024 Feb 8;14:3204. doi: 10.1038/s41598-024-53687-9

FIGURE 1 Establishment of *M. minutoides* iPSCs

(f)

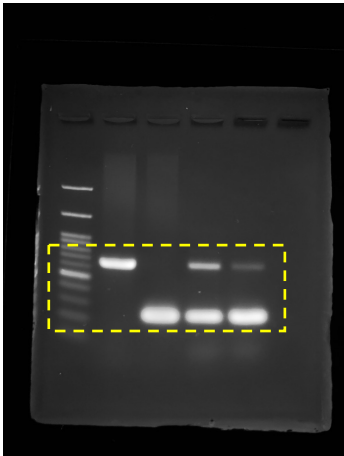

FIGURE 2 Analysis of pluripotency in *M. minutoides* iPS cells

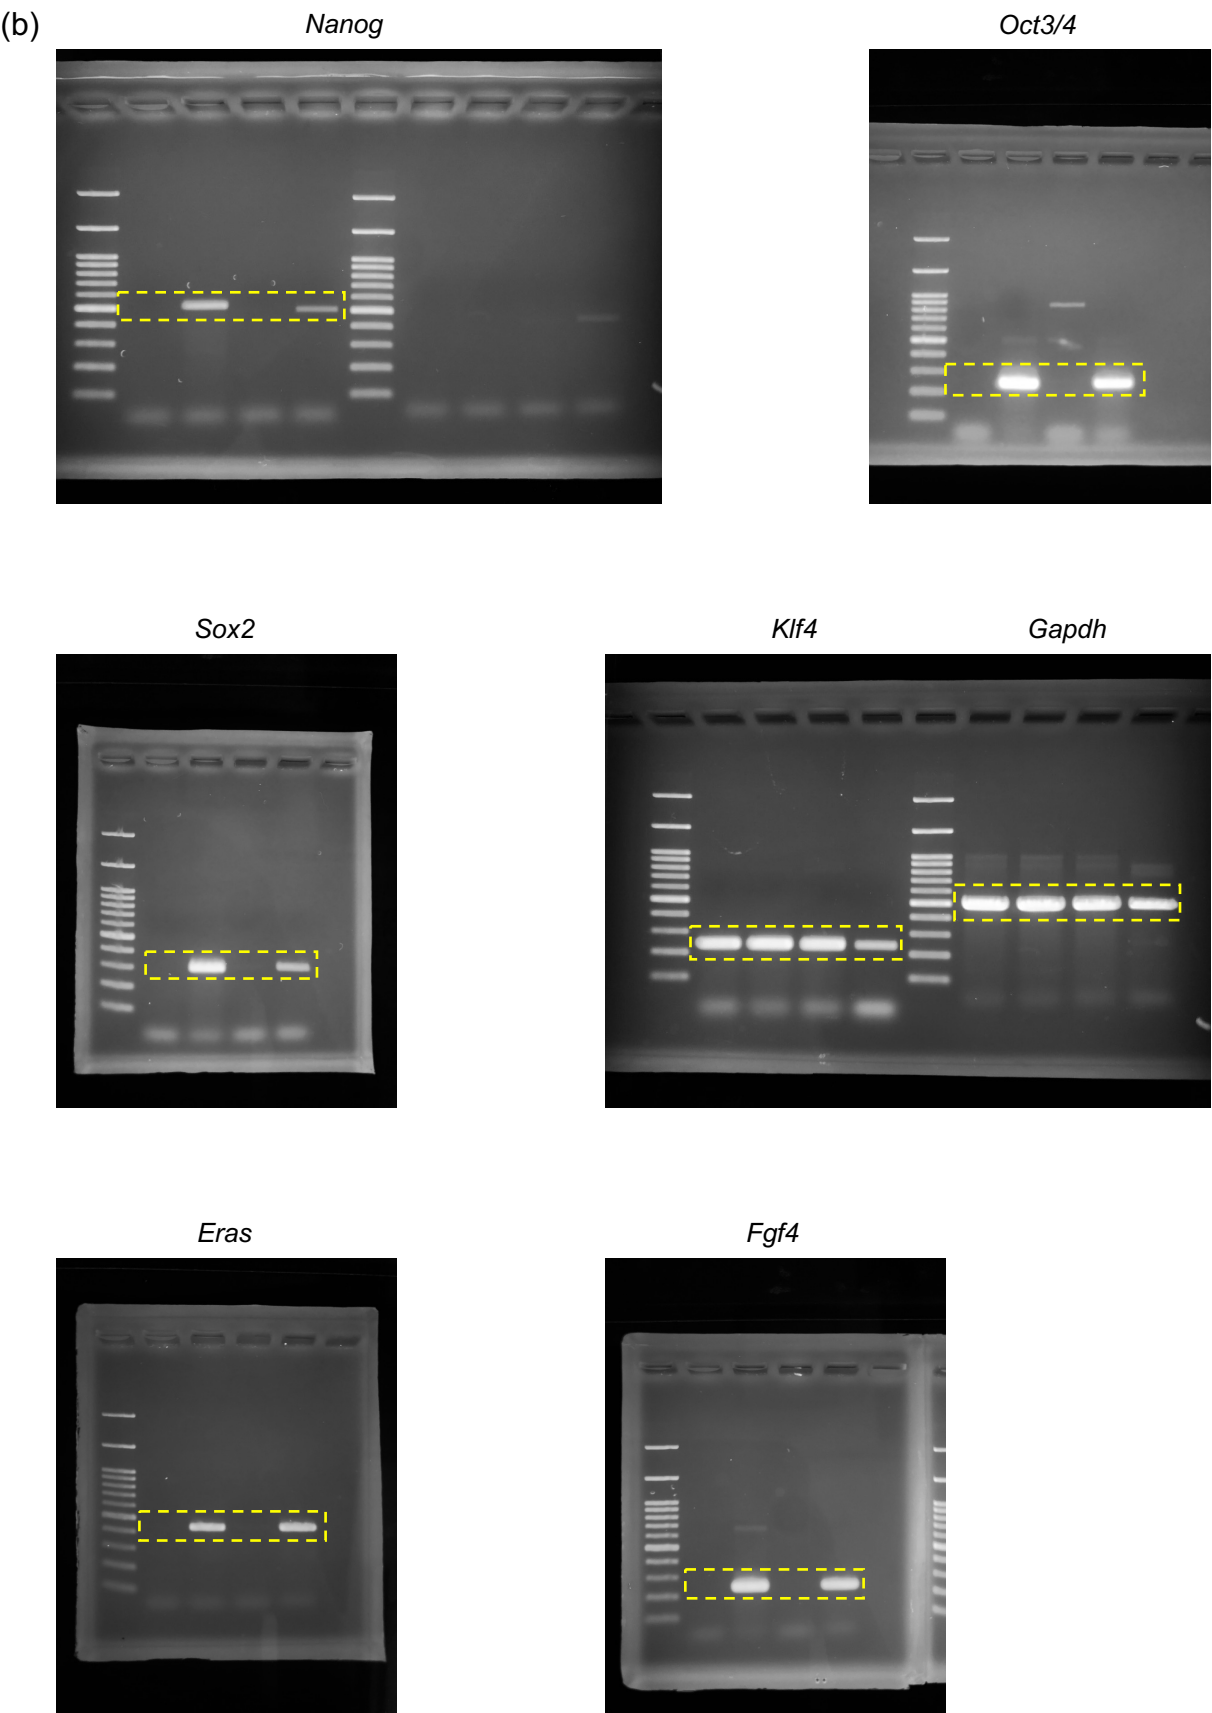

FIGURE 4 Differentiation potential analysis of *M. minutooides* iPS cells *in vitro*

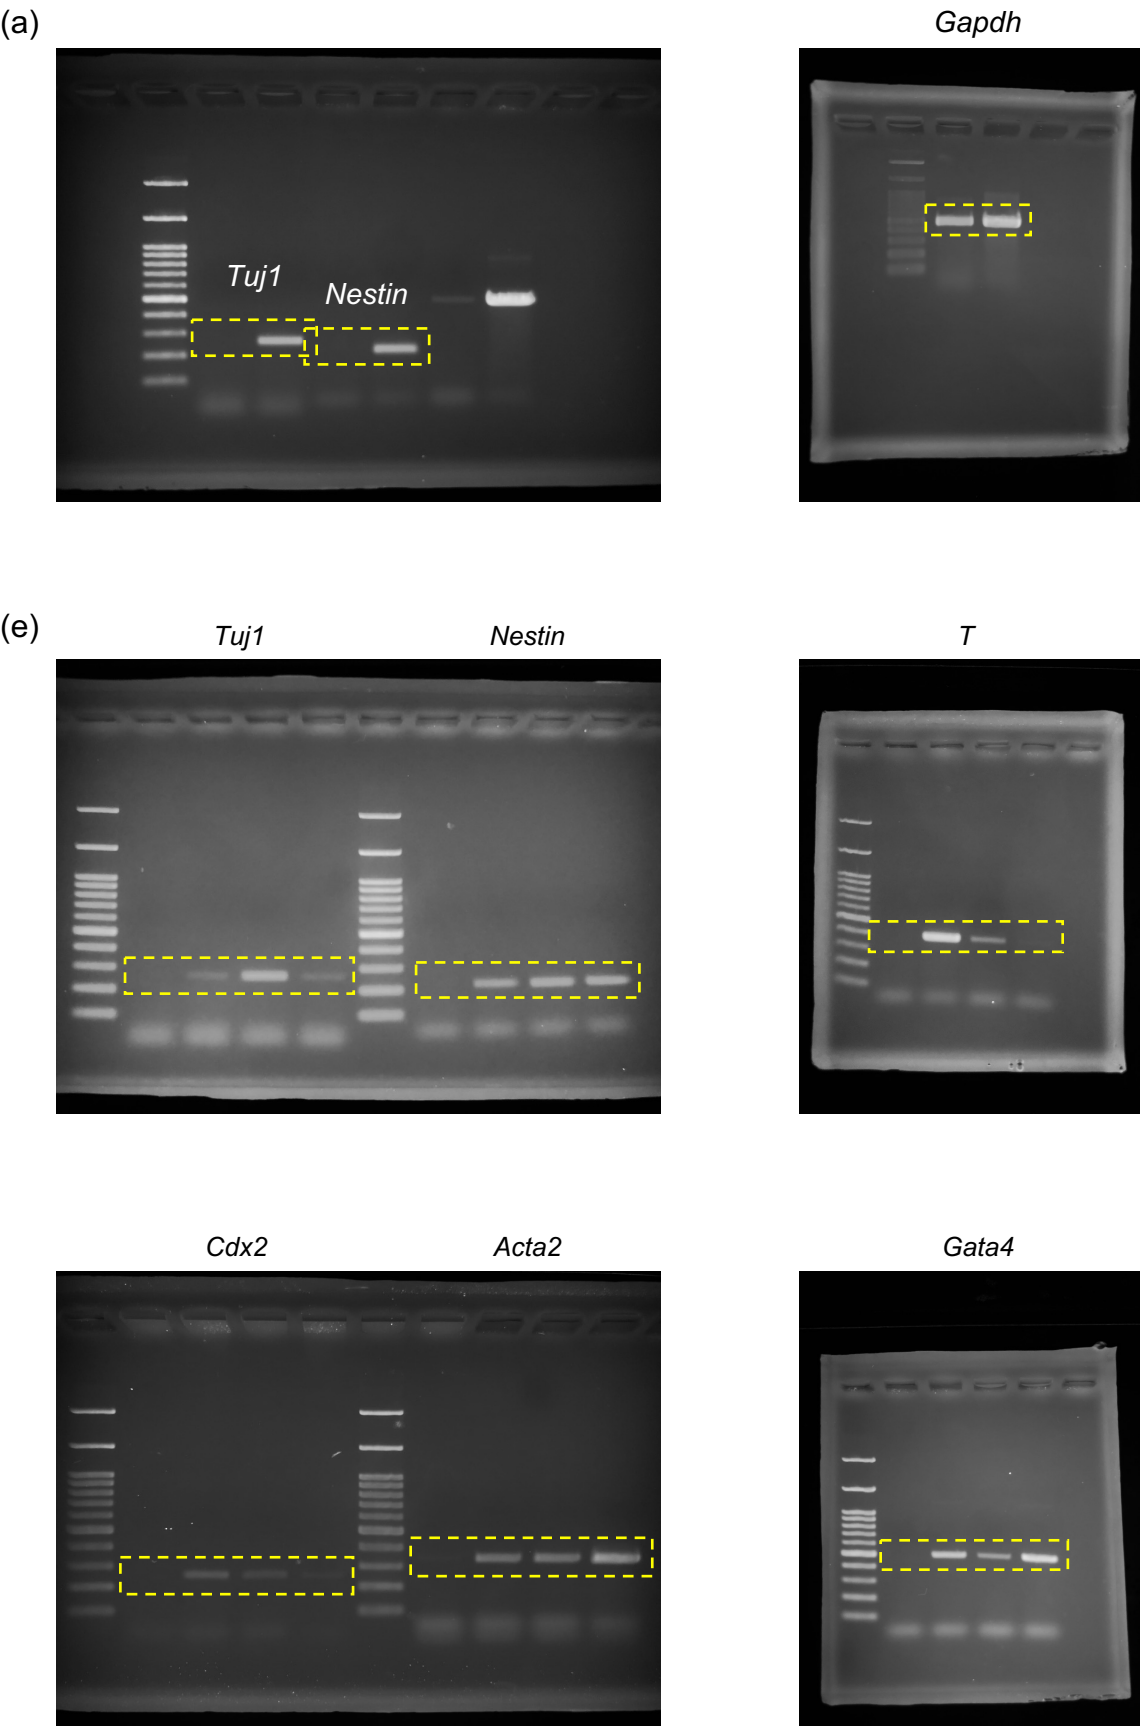

FIGURE 4 Differentiation potential analysis of *M. minutooides* iPS cells *in vitro*

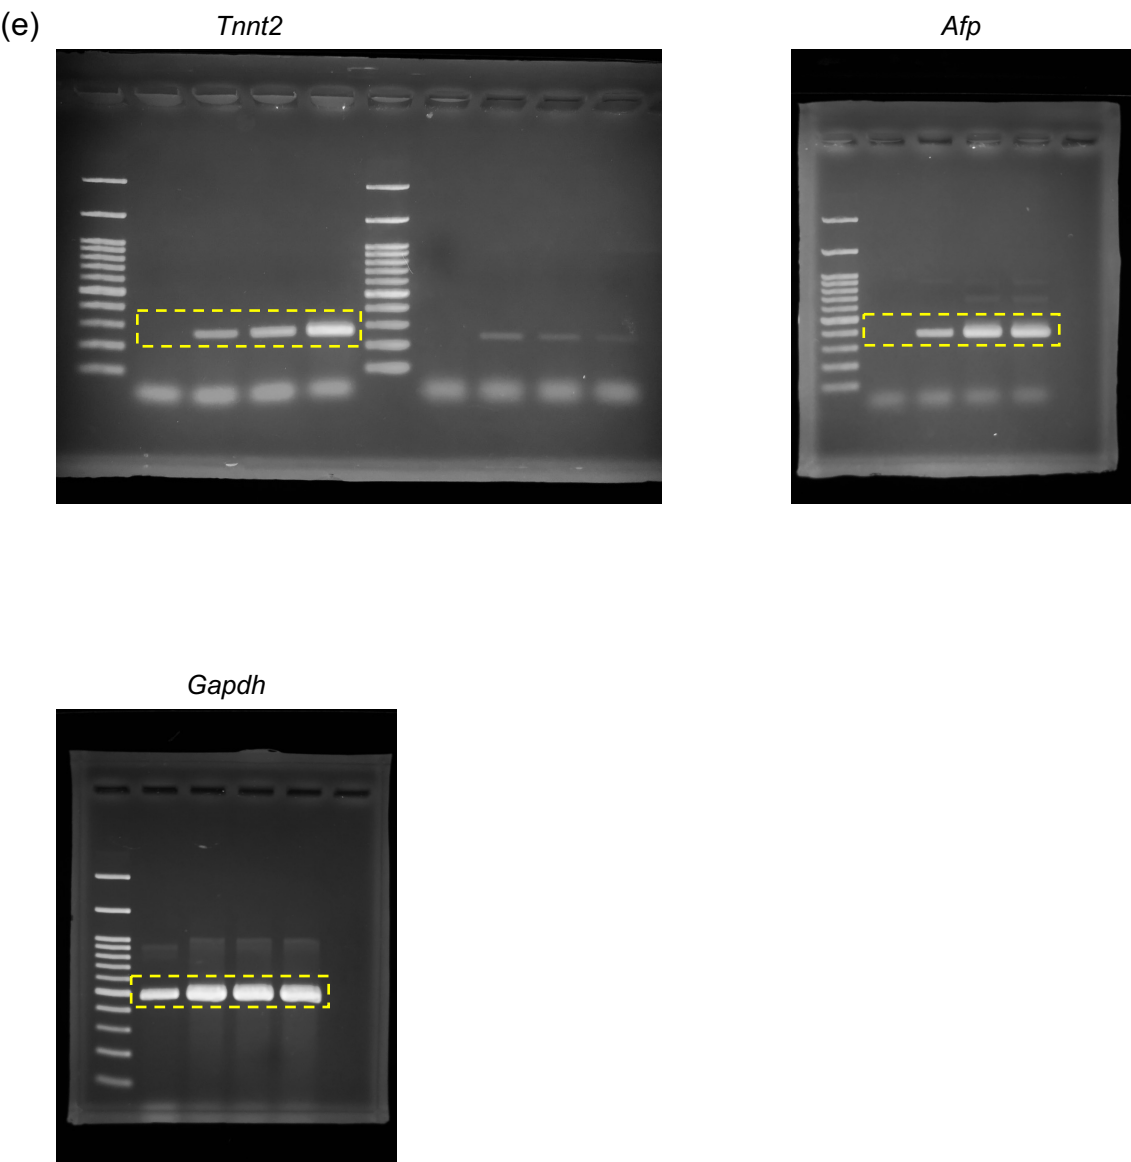

FIGURE 5 Differentiation and contribution potential analysis of *M. minutooides* iPS cells *in vivo*.

(c)

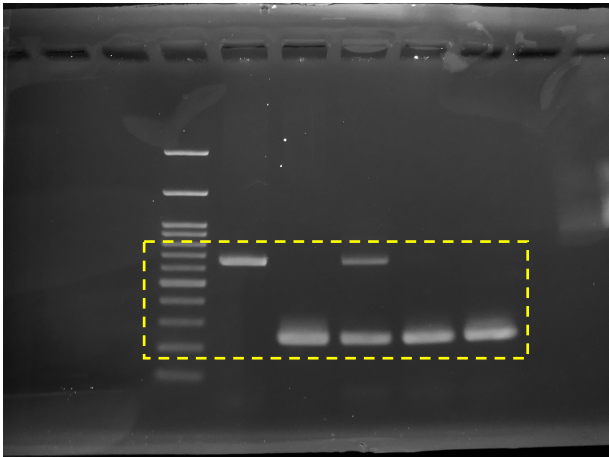

**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary material for: Establishment of African pygmy mouse induced pluripotent stem cells using defined doxycycline inducible transcription factors
**Source:** Sci Rep. 2024 Feb 8;14:3204. doi: 10.1038/s41598-024-53687-9
**Supplement:** Supplementary file 2 — Supplementary Information 2.

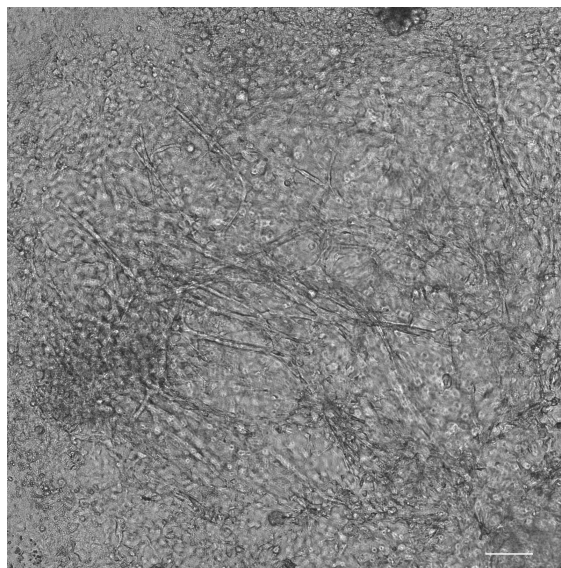

SUPPLEMENTAL MOVIE 1 Cardiac differentiation of migrating cells from *Mus minutoides* embryoid bodies (EBs).

(a)

Mus_musculus	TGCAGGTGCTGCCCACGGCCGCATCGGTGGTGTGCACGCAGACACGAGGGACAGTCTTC
Mus_minutoides	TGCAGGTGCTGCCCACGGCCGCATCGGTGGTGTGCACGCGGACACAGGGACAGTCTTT
	*****
Mus_musculus	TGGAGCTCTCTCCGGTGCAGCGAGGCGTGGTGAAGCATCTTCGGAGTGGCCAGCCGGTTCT
Mus_minutoides	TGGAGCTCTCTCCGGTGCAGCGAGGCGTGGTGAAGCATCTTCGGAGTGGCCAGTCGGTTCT
	*****
Mus_musculus	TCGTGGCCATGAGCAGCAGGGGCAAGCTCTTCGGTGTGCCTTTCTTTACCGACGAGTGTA
Mus_minutoides	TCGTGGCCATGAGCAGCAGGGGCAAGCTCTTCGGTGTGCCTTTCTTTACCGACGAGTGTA
	*****
Mus_musculus	AATTCAAAGAAATACTTCT
Mus_minutoides	AATTCAAGGAAATACTTCT
	*****

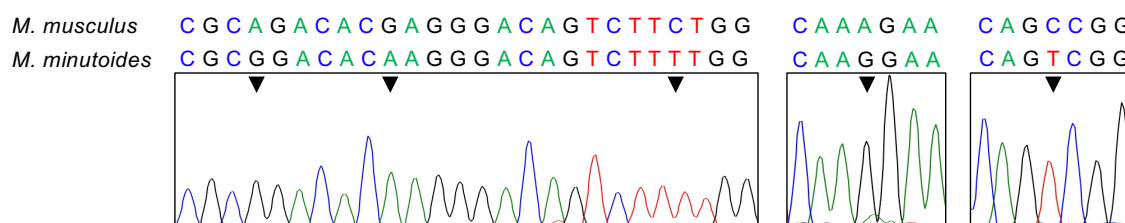

(b)

Mus_musculus	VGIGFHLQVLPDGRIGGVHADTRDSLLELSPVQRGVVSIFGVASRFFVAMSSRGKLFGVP
Mus_minutoides	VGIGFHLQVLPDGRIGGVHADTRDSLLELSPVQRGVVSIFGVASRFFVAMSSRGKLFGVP
	*****
Mus_musculus	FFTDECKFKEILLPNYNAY
Mus_minutoides	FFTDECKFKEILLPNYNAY
	*****

SUPPLEMENTAL FIGURE 1 Sequence of the *Fgf4* gene in *Mus minutoides*.

(a) Alignment of the *Fgf4* cDNA sequences from *M. minutoides* and *M. musculus*.

(b) Alignment of the predicted FGF4 amino acid sequences in *M. minutoides* and *M. musculus*. *M. musculus* and *M. minutoides* sequences are shown in the upper and lower rows, respectively. * indicates a sequence match; areas where sequences differ are indicated in red.

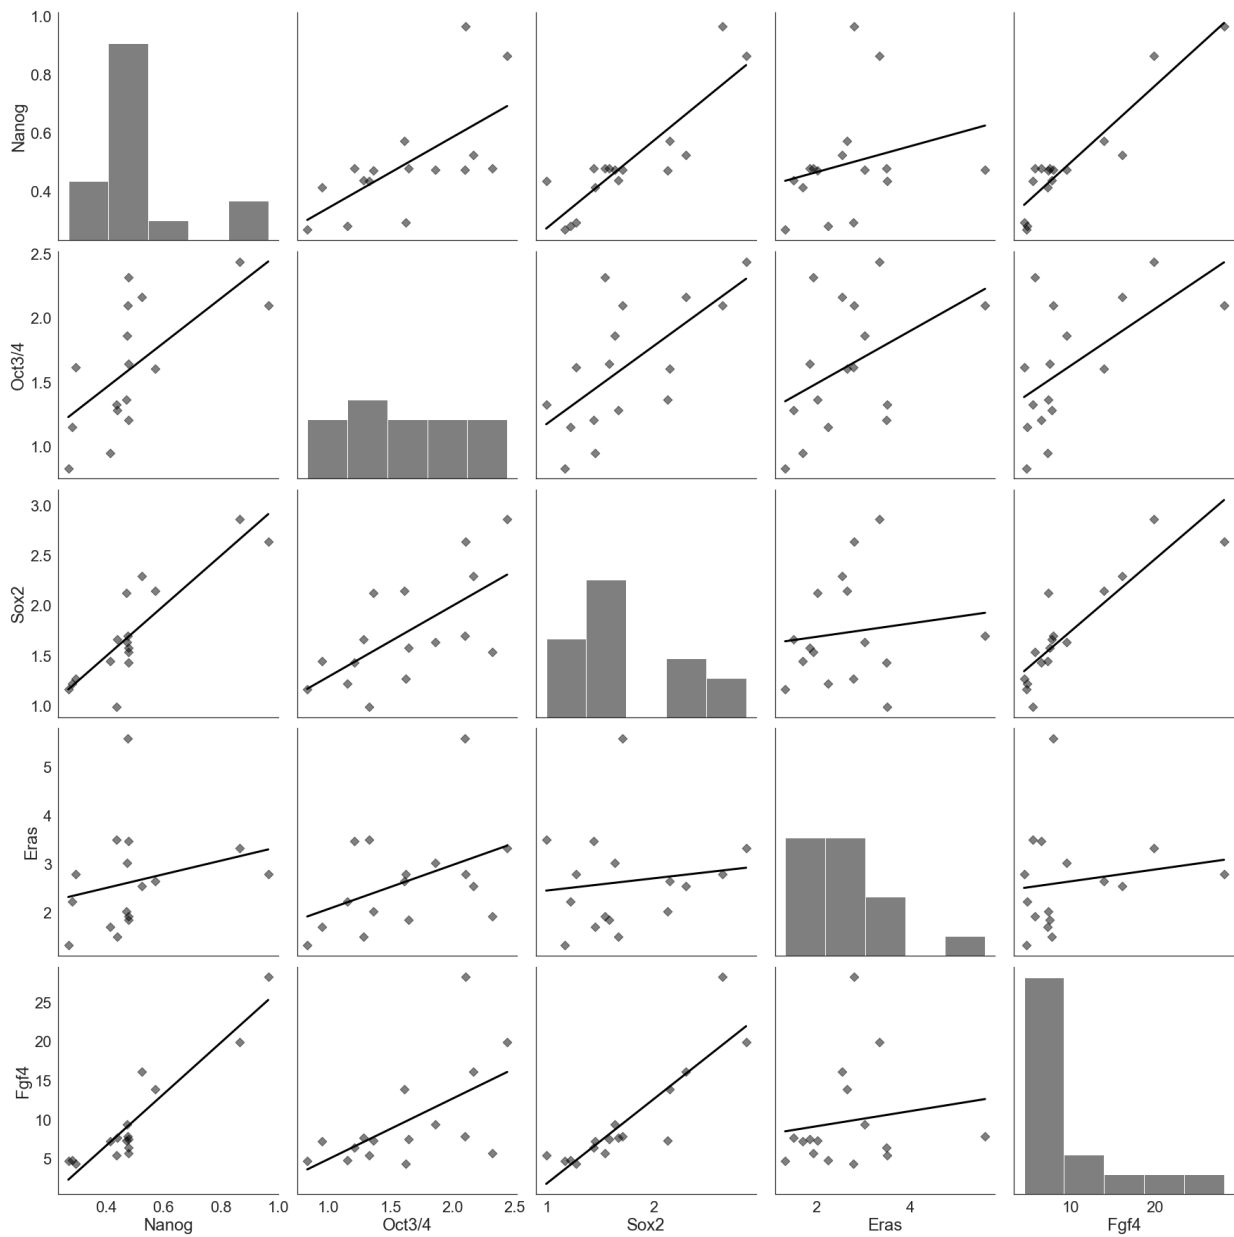

SUPPLEMENTAL FIGURE 2 Scatter plot matrix of pluripotency marker expression levels in *Mus minutoides* induced pluripotent stem cells (iPSCs). Scatter plots of the expression levels of each pluripotency marker per cell line in *M. minutoides* iPSCs and histograms illustrating the frequency of expression levels.

How the deposited data were processed for this re-analysis (not part of the article)

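The data are 4 bulk RNA-seq libraries of *M. minutoides*, from fibroblast lines 1 and 2 and iPSC lines 6 and 10. The authors extracted total RNA, sequenced it on an Illumina instrument and deposited, per library, counts of reads per gene with the total and unique reads of genes, exons and introns, together with TPM and RPKM. The submitters' processing notes name the build GRCm38. The aligner and the counting tool are not given in the sources used here. The TPM values deposited by the authors equal exon reads divided by exon length and scaled to the same total in every library. RPKM was not used, and fractions deposited by the authors, lengths and other columns were used only to describe the files.

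The edgeR (version 4.0.16) quasi-likelihood test was run in R 4.3.3 on the total gene reads, which hold exon and intron reads and reads placed at several sites. Genes were kept by filterByExpr, normalized by TMM and called at a Benjamini-Hochberg adjusted p under 0.05 and a fold over 2. The prior count was 2, and standard errors are the log2 fold change divided by the root of the quasi F statistic. For a gene near 0 in fibroblasts, they do not cover how its fold depends on the prior count or the scale. TMM factors were 0.861, 0.897, 1.12 and 1.16 for fibroblast lines 1 and 2 and iPSC lines 6 and 10. A fold against a group at 0 is given against a floor of 3 counts over the group, and with 1 to 3 counts the ratio of counts, scaled by the normalized library sizes, has an exact 95% binomial interval. Both cover counting error only. Over the fibroblast group, a floor of 3 counts is 0.0461 CPM (TMM-normalized).

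Before the data were examined, 34 lists with 581 distinct genes were fixed: general pluripotency, naive markers, primed markers, reprogramming factors, fibroblast and connective tissue, actin cytoskeleton and focal adhesion, epithelial, mesenchymal regulators, DNA methylation, germline genome defence, Polycomb, DNA replication and cell cycle, senescence and cell cycle inhibitors, trophectoderm, neuroectoderm, mesoderm and cardiac, endoderm, 2-cell-like state, FGF-ERK targets, WNT targets, LIF-STAT3, growth hormone and IGF axis, imprinted genes, anterior and middle HOX, posterior HOX, sex-linked, blood and macrophage, endothelial, keratinocyte, skeletal muscle, cartilage, bone and tendon, Schwann cell and melanocyte, mitochondrial transcripts and housekeeping. Each was tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the lists. Genes named are those the paper names, the 10 with the largest increase and the 10 with the largest decrease among called genes with a mean of at least 50 counts and groups that do not overlap (leaving out model identifiers and pseudogenes), and from each list up to 4 called and up to 2 other members. Others are said to be chosen after their values were seen. A few genes that this rule names are not reported here.

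The share of fibroblast-type RNA is the summed TPM of the fibroblast and connective tissue list in an iPSC library over the mean of the fibroblast libraries. The alternatives fixed before the data were examined were DESeq2 (version 1.42.0), other normalizations and filters, other fold thresholds, limma on log2 TPM with other pseudocounts and filters, the paper's stated test on TPM, unique reads, the libraries without mitochondrial and the 10 most abundant genes, and each library left out in turn. Exon reads and the paper's test with the fold on the log2(TPM + 1) scale were added after seeing the data.

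The edgeR step was tested on simulated data with 200 changed genes among 20630, as many raised as lowered. All changed genes had a mean of at least 50 reads before the change, and every gene had the same dispersion in both groups. The edgeR step recovered 99 of 100 genes changed 4-fold and 100 of 100 changed 8-fold, and called 16 unchanged genes. In the data far more genes were called (9383), so these rates need not hold there, and the choice of normalization was not tested. The median chi-square per gene between the libraries of a pair was 1.39 for fibroblasts and 7.69 for iPSCs, where sampling noise alone gives 0.455; this compares the counts only and does not show that the libraries are independent samples. The *M. musculus* libraries that the paper used were not analysed here, and the members of its enriched terms were not used here.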

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

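The tests of explanations in this part were all chosen after the values had been seen. Signals outside the genes that the paper discusses, near 0 in fibroblasts and clear in the iPSC libraries, were found in 5 lists. *Lyz2*, a macrophage lysozyme gene, had a mean TPM of 333 in iPSCs (2940 reads in line 6 and 6242 in line 10, against 0 and 2 in fibroblasts). *Xist*, the RNA of the inactive X chromosome, had a mean TPM of 43.7 (11826 and 4975 reads against 6 and 1), while the Y-linked *Ddx3y* was present in every library (3535 and 3632 reads in fibroblasts, 4574 and 5235 in iPSCs). The imprinted gene *Phlda2* had a mean TPM of 244 (1316 and 4384 reads against 2 and 0). *Hoxd13* had one of 9.03 (434 and 101 reads against 1 and 1), and the mitochondrial *mt-Nd4l* one of 648 (3758 and 1848 reads against 6 and 14). Whether reads of these genes came from the feeder cells was not tested. Over the other settings run, the log2 fold change of *mt-Nd4l* was 6.83 to 8.03, and that of *mt-Nd4* only 0.63 to 1.28. The signal of *mt-Nd4l* thus does not stand for mitochondrial transcripts at large. Whether *M. minutoides* reads of *mt-Nd4l* were lost on the *M. musculus* genome was not tested.

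Fibroblast-type transcripts remained in the iPSC libraries at 29.2% of the fibroblast level in line 6 and 17% in line 10. Unchanged tail fibroblasts carried over from the start would bring every abundant transcript at about that level. A first bound, more than 5% of the 7083 genes with at least 1000 reads in both fibroblast libraries below 5.84% of the fibroblast level in line 6 (0.2 times the share), was not met (1.28%); it also counts genes that iPSCs express themselves. A second bound, more than 10 genes, was set after that value had been seen and was met, with 71 such genes below 0.2 times the share in both lines, among them *Cntn2* (0.395% and 0.375%) and *Comp* (0.76% and 0.97%), which argues against carry-over as the whole source. RNA of the *M. musculus* feeder cells may add such transcripts, and its introns should match the reference better. The intron-to-exon ratio of the fibroblast list shifted upward from fibroblasts to iPSCs. The shift was larger than that of the replication, Polycomb and housekeeping lists (difference of medians 0.23 on the log2 scale). But the median of 0.28 lay below the upper quartile of those lists (0.34). By line, the difference of medians was 0.20 in line 6 and 0.31 in line 10, so it was smaller in the line with the larger share. The intron-to-exon ratio therefore cannot tell feeder RNA from transcription by the iPSCs themselves. The paper reports a little *M. musculus* product in PCR of iPSC genomic DNA and speculates that feeder cells were its source.

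The DNA methylation and germline defence genes were weighed against the same candidate source. Over the 25 called genes the median log2 ratio of line 10 to line 6 was 0.23 (quartiles 0.036 and 0.46), while the fibroblast list had a median of -0.85 (upper quartile -0.51). These genes thus did not follow the fibroblast list. The source of that list's reads could not be told, so the ratio does not decide whether feeder RNA contributed. The macrophage genes *Lyz2* and *C1qa* also had more reads in line 10 than in line 6. Of all 35 tested genes of the lists, 25 were called higher without iPSC line 6 and 25 without iPSC line 10, which argues against a difference carried by 1 line. Transcription by the iPSCs is a hypothesis found and tested on the same data, and feeder RNA of another composition than the fibroblast list was not tested.

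The library of fibroblast line 1 held 1184017 reads of the ribosomal RNA gene CT010467.1, 3.15% of its gene reads, against 0.122% in line 2. Of 47 genes with at least 100 reads and more than 8 times the level of line 2, 89.4% were non-coding or held their excess in introns. That share does not tell library-specific ribosomal RNA reads from other non-coding or intron reads. The reverse comparison, line 2 over line 1, was not run. *Jarid2* had 70249 intron reads in line 1 and 3167 in line 2. Without fibroblast line 1, 4038 genes were higher and 4018 lower.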

How the results depend on the processing

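Among the settings, exon reads, the fold on the log2(TPM + 1) scale and the share without the 4 most abundant genes were chosen after seeing the data. Genes called higher and lower stayed within 1.5 times of the values at the claims in every setting but these: adjusting the paper's stated test on TPM left 1450 higher and 952 lower, dropping the fold threshold gave 6747 lower, and the paper's test with the fold on the log2(TPM + 1) scale gave 2741 lower. With total counts only, the median over all genes shifted by 0.37 on the log2 scale and 68.1% of calls were higher, against 52.7% with TMM; upper-quartile normalization shifted it by 0.25. The adjusted paper's test called 14 general pluripotency, 9 naive and 3 primed markers higher and 3 fibroblast genes lower, and the unadjusted test on TPM called 11 primed markers. On log2(TPM + 1) the paper's test called 20 fibroblast genes lower with either fold. Adjusting the paper's test also left fewer genes called in most other lists, such as 4 epithelial and 2 germline defence genes higher; blood and macrophage genes were 1 higher on TPM with or without the adjustment. Of the 34 lists, 15 passed with camera, 0 with an estimated correlation and 30 with fry, which turned the direction of FGF-ERK targets (adjusted p = 0.0398, against 0.58 with camera and 0.92 with an estimated correlation). *Jarid2* reversed to 3.02 with limma on log2(TPM + 1), with or without its filter, 3.14 with a pseudocount of 0.1, 3.15 as the log2 ratio of mean TPM and 3.02 on exon reads, and ranged from -2.51 to 1.63 with 1 library left out; TPM leaves out intron reads. *Igfbp5* ranged from -1.54 to 1.73 with 1 library left out, and turned lower without iPSC line 6. The mean correlation between groups was 0.645 with a pseudocount of 0.1 and 0.898 over all genes, and 17885 genes had a TPM of at least 1. The share of fibroblast-type RNA moved by less than the difference between the lines in every setting run. With 1 library left out, the lone library of its group is assumed to vary like the other group. The cause of the other changes was not tested. The calls of *Klf4*, *Cdx2*, *Igf2*, *H19*, *Igfbp3* and *Pramel7* were lost with either fibroblast library left out, that of *Klf4* also without iPSC line 10 and that of *Pramel7* also without iPSC line 6. Further calls lost with the paper's test on TPM included those of *T*, *Axin2*, *Gbx2*, *Pim3*, *Hoxd1*, *Hoxd13*, *Xist*, *mt-Nd4l* and *mt-Atp6*. With its fold on log2(TPM + 1) they included those of *Sox17*, *Zscan4c*, *Zscan4d*, *Hoxd13* and *Sox10*. Over all genes picked by the naming rule, the former lost 22 calls and the latter 15. *Afp* had too few reads to pass the filter and was not tested.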

Differences from the paper's values

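The paper's Fig. 3a places *Nanog* at a log2 fold change of about 12 and *Fgf4* at about 14 (read by eye), where edgeR gave 9.52 and 9.41. Of the alternatives set before the data were examined, the log2 ratio of mean TPM, which the 3 forms of the paper's stated test share, came within 0.5 of the figure, at 11.94 for *Nanog* and 13.74 for *Fgf4*. None of the other alternatives run came that close for either gene. Adding 1e-06 to each mean TPM, chosen after seeing the values, gave the same values to 2 decimals and dropped neither gene. The figure places *Sox2* at about 30 and *Eras* at about 26; neither gene had a fibroblast read, so the folds here are lower bounds (13.18 and 8.75 on the log2 scale) and do not exclude the paper's. With 1e-06 added, chosen after seeing the values, they were 29.75 and 26.13, and neither gene was dropped.

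The paper counts 6503 genes at p under 0.05 and a fold over 2. The edgeR test, at an adjusted p under 0.05 and the same fold, called 9383. At the paper's thresholds, its stated test called 8076 genes on TPM and 8647 on log2(TPM + 1), with the fold taken from mean TPM. Of the other alternatives set before the data were examined, testing against a fold of 2 itself with edgeR came closest, at 6540. With the fold taken as a difference over 1 between mean log2(TPM + 1) values, chosen after seeing the values, the stated test called 6503. Of the 5 genes the paper names beside its count and the genes Table 1 marks for *M. minutoides*, it dropped 0. That fold was 7.50 for *Nanog* and 7.94 for *Fgf4*, far from about 12 and 14 in Fig. 3a. The paper's count and its figure were thus matched by different folds.

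Table 1 goes with the paper's comparison with *M. musculus* iPSCs, whose gene set may differ from the genes tested here. It leaves *Dazl*, *Nodal*, *Lefty1* and *Lefty2* unmarked for *M. minutoides*. Here all 4 were called higher by edgeR (adjusted p = 0.0034, 0.00031, 0.00033 and 0.00016). The paper's stated test on TPM, unadjusted, called *Dazl*, *Nodal* and *Lefty2* but not *Lefty1*, and on log2(TPM + 1) with the difference over 1 it called all 4. The other markers of Table 1 came out as marked: *Zfp42*, *Dppa3*, *Tbx3*, *Otx2*, *Fgf5* and *Foxa2* were higher and *Pecam1* was not.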

Other observations

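Targets of signaling pathways moved both ways in iPSCs. The culture medium differed between the groups, so its effect on these targets cannot be told from that of cell type. FGF-ERK targets gave 4 higher and 9 lower of 19 (the same counts when adjusted over the list alone, camera adjusted p = 0.58, adjusted p = 0.92 with an estimated correlation). *Dusp4* (5.30) and *Etv5* (3.05) rose on the log2 scale, as did *Spry2* and *Etv1*, named after their values were seen, and *Egr1* (-4.33) fell. FGF-ERK targets called lower numbered 3 with glmTreat; 4 with the paper's test on log2(TPM + 1) with either fold; 5 with total counts or without fibroblast line 2 or iPSC line 10. WNT targets gave 7 higher and 2 lower of 16 (the same counts when adjusted over the list alone, camera adjusted p = 0.4, adjusted p = 0.72 with an estimated correlation). *Lef1* (6.96) and *Axin2* (5.82) rose, and the lower ones, named after their values were seen, were *Lgr5* and *Apcdd1*. WNT targets called higher numbered 3 with the paper's test on TPM. WNT targets called lower numbered 1 with glmTreat or the paper's test with its fold on log2(TPM + 1), or without fibroblast line 1 or fibroblast line 2; 4 without iPSC line 10. Growth hormone and IGF genes gave 7 higher and 6 lower of 25 (the same counts when adjusted over the list alone, camera adjusted p = 0.97, adjusted p = 0.98 with an estimated correlation). Growth hormone and IGF genes called higher numbered 3 with the paper's test with its fold on log2(TPM + 1) or without fibroblast line 1 or fibroblast line 2; 4 with glmTreat, limma on log2(TPM + 1) without the filter, the paper's test on TPM or the paper's test on log2(TPM + 1). Growth hormone and IGF genes called lower numbered 3 with the paper's test with its fold on log2(TPM + 1). The growth hormone receptor gene *Ghr* was at 15.2 ± 7.18 TPM in iPSCs and 21.1 ± 2.9 TPM in fibroblasts (SD, n = 2 each). It was not called, and without iPSC line 6 it was called lower (log2 fold change -1.02). *Igfbp2* rose by 5.80 on the log2 scale. *Igf2* had 21352 reads in iPSC line 6 and 820 in line 10, against 95 and 97 in fibroblasts. Imprinted genes gave 12 higher and 4 lower of 30 (the same counts when adjusted over the list alone, camera adjusted p = 0.42, adjusted p = 0.86 with an estimated correlation). The lower ones, named after their values were seen, were *Sgce*, *Slc38a4*, *Gnas* and *Igf2r*. Imprinted genes called higher numbered 7 with the paper's test on TPM. Imprinted genes called lower numbered 7 with no fold threshold or without iPSC line 6. *H19* had 79454 reads in iPSC line 6 and 8373 in line 10, against 620 and 668 in fibroblasts. The call of *Igf2* was lost with glmTreat, limma on log2(TPM + 1) without the filter, the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold, or without fibroblast line 1 or fibroblast line 2, and that of *H19* with the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold, or without fibroblast line 1 or fibroblast line 2, while the log2 fold changes without fibroblast lines 1 and 2 in turn were 6.28 and 6.33 for *Igf2* and 5.50 and 5.63 for *H19*.

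Anterior and middle HOX genes gave 4 higher and 10 lower of 21 (the same counts when adjusted over the list alone, camera adjusted p = 0.056, adjusted p = 0.56 with an estimated correlation). *Hoxd8* had 1 and 2 reads in fibroblasts and 160 and 203 in iPSCs, and the other higher ones were *Hoxd1* and, named after their values were seen, *Hoxd3* and *Hoxb8*. Anterior and middle HOX genes called higher numbered 1 with a mean of at least 50 counts; 2 with limma on log2 TPM with the filter or the paper's test on TPM. Anterior and middle HOX genes called lower numbered 6 with the paper's test on TPM or the paper's test with its fold on log2(TPM + 1). Posterior HOX genes gave 4 higher and 9 lower of 14 (5 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.15, adjusted p = 0.72 with an estimated correlation). *Hoxc10* (-5.14) and *Hoxc12* (-5.29) fell on the log2 scale, and the higher ones were *Hoxd13* and, named after their values were seen, *Hoxb13*, *Hoxd9* and *Hoxb9*. Posterior HOX genes called higher numbered 2 with the paper's test on TPM; 7 without iPSC line 10. Senescence and cell cycle inhibitor genes gave 5 higher and 3 lower of 14 (the same counts when adjusted over the list alone, camera adjusted p = 0.97, adjusted p = 0.98 with an estimated correlation). *Cdkn1a* rose by 4.63 on the log2 scale, and *Igfbp3* and, named after their values were seen, *Mdm2*, *Ccng1* and *Plk2* were also higher. The call of *Igfbp3* was lost with the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold, or without fibroblast line 1 or fibroblast line 2, with log2 fold changes of 5.31 and 5.88 without fibroblast lines 1 and 2 in turn. *Cdkn2a* fell by 3.16 on the log2 scale, and *Cdkn2b*, named after its value was seen, was also lower. Senescence and inhibitor genes called higher numbered 2 with glmTreat or the paper's test on TPM, or without fibroblast line 1; 3 with the paper's test on log2(TPM + 1) with either fold or without fibroblast line 2 or iPSC line 6. Senescence and inhibitor genes called lower numbered 5 with no fold threshold. Genes of a 2-cell-like state gave 3 higher and 0 lower of 4 (the same counts when adjusted over the list alone, camera adjusted p = 0.13, adjusted p = 0.56 with an estimated correlation). The higher ones were *Pramel7*, *Zscan4d* and *Zscan4c*, the last at 16 and 31 reads in iPSCs. *Pramel7* was not called with DESeq2, a filter of at least 1 count, glmTreat, exon reads, limma on log2(TPM + 1) without the filter, the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold, or without fibroblast line 1, fibroblast line 2 or iPSC line 6. Genes of this state called higher numbered 0 with a mean of at least 50 counts, limma on log2(TPM + 1), limma on log2(TPM + 1) without the filter or the paper's test with its fold on log2(TPM + 1); 1 with uniquely mapped reads, limma on log2(TPM + 0.1), the paper's test on TPM or the paper's test on log2(TPM + 1); 5 without iPSC line 10, where more of them pass the filter.

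Markers of blood cells and macrophages gave 11 higher and 0 lower of 13 (the same counts when adjusted over the list alone, camera adjusted p = 0.0016, adjusted p = 0.65 with an estimated correlation). *C1qa* had no fibroblast read and had 159 reads in iPSC line 6 and 512 in line 10. Blood and macrophage genes called higher numbered 1 with the paper's test on TPM. Endothelial genes gave 7 higher and 1 lower of 12 (8 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.24, adjusted p = 0.65 with an estimated correlation), and *Flt1* was the lower one. Endothelial genes called higher numbered 2 with a mean of at least 50 counts; 3 with limma on log2 TPM or the paper's test with its fold on log2(TPM + 1). Endothelial genes called lower numbered 2 with exon reads or no fold threshold. Keratinocyte genes gave 4 higher and 2 lower of 10 (the same counts when adjusted over the list alone, camera adjusted p = 0.37, adjusted p = 0.72 with an estimated correlation). The higher ones were *Sfn*, *Perp*, *Krt5* and, named after its value was seen, *Dsp*, and the lower ones were *Lor* and, named after its value was seen, *Krt10*. Keratinocyte genes called higher numbered 7 with the paper's test on TPM; 8 with the paper's test on log2(TPM + 1). Keratinocyte genes called lower numbered 1 with glmTreat. Skeletal muscle genes gave 6 higher and 1 lower of 10 (the same counts when adjusted over the list alone, camera adjusted p = 0.15, adjusted p = 0.65 with an estimated correlation), and *Acta1*, named after its value was seen, was the lower one. Skeletal muscle genes called higher numbered 3 with glmTreat or the paper's test with its fold on log2(TPM + 1), or without fibroblast line 2. Schwann cell and melanocyte genes gave 5 higher and 3 lower of 12 (the same counts when adjusted over the list alone, camera adjusted p = 0.5, adjusted p = 0.72 with an estimated correlation). The higher ones were *Foxd3*, which is also a pluripotency gene, *Mbp*, *Sox10* and, named after their values were seen, *Dct* and *Erbb3*, and the lower ones were *Pmp22* and, named after their values were seen, *S100b* and *Mitf*. Schwann cell and melanocyte genes called higher numbered 2 with the paper's test with its fold on log2(TPM + 1); 3 with a mean of at least 50 counts, limma on log2 TPM with the filter, the paper's test on TPM or the paper's test on log2(TPM + 1), or without fibroblast line 1 or fibroblast line 2. Sex-linked genes gave 5 higher and 1 lower of 9 (the same counts when adjusted over the list alone, camera adjusted p = 0.15, adjusted p = 0.65 with an estimated correlation). The higher ones were *Xist*, *Zfy1*, *Zfy2*, *Tsix* and, named after its value was seen, *Usp9y*, and *Kdm5d*, named the same way, was the lower one. The call of *Tsix* was lost with DESeq2. Mitochondrial transcripts gave 6 higher and 0 lower of 13 (the same counts when adjusted over the list alone, camera adjusted p = 0.0041, adjusted p = 0.65 with an estimated correlation). *mt-Atp6* rose by 1.70 on the log2 scale, and *mt-Co3* was at 0.67 and was called only with total counts in place of TMM among the scaling settings. Mitochondrial transcripts called higher numbered 2 with the paper's test on TPM; 10 with upper-quartile normalization or without iPSC line 10; 11 with no fold threshold; 12 with total counts. Housekeeping genes gave 3 higher and 2 lower of 15 (the same counts when adjusted over the list alone, camera adjusted p = 0.92, adjusted p = 0.96 with an estimated correlation). *Gapdh*, the paper's RT-PCR control, rose by 1.17 on the log2 scale (standard error 0.07, adjusted p = 0.00043 from edgeR), as did *Hprt* and, named after its value was seen, *Rpl13a*. *Gusb* was among the lower ones, and *Actb* was at -0.55 and was not called. Housekeeping genes called higher numbered 5 with total counts or the paper's test on log2(TPM + 1); 8 with no fold threshold. Housekeeping genes called lower numbered 6 with no fold threshold.

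Genes that the paper measured after differentiation were also read in the undifferentiated lines. *Tubb3* rose from 73.4 ± 3.15 to 381 ± 89 TPM, and *Acta2* fell from 803 ± 41.3 to 289 ± 28.4 TPM (SD, n = 2 each). *T* had 2 and 0 reads in fibroblasts and 106 and 184 in iPSCs, and *Gata4* had 14 and 26 in fibroblasts and 114 and 130 in iPSCs. *Cdx2* had 3 and 3 reads in fibroblasts and 22 and 51 in iPSCs. Its call was lost with limma on log2(TPM + 1) without the filter, the paper's test on TPM or the paper's test on log2(TPM + 1) with either fold, or without fibroblast line 1 or fibroblast line 2, with log2 fold changes of 2.58 and 2.60 without fibroblast lines 1 and 2 in turn. *Tnnt2*, with 7 and 4 reads in fibroblasts and 20 and 18 in iPSCs, was called higher with total counts, upper-quartile normalization or unique reads but not with TMM and all reads. *Afp*, with 0 and 2 reads in fibroblasts and 2 and 2 in iPSCs, was not tested.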
